# Spatiotemporally resolved colorectal oncogenesis in mini-colons ex vivo

**DOI:** 10.1038/s41586-024-07330-2

**Published:** 2024-04-24

**Authors:** L. Francisco Lorenzo-Martín, Tania Hübscher, Amber D. Bowler, Nicolas Broguiere, Jakob Langer, Lucie Tillard, Mikhail Nikolaev, Freddy Radtke, Matthias P. Lutolf

**Keywords:** Cancer models, Tissue engineering, Gastrointestinal cancer, Lab-on-a-chip

## Abstract

Three-dimensional organoid culture technologies have revolutionized cancer research by allowing for more realistic and scalable reproductions of both tumour and microenvironmental structures^1–3^. This has enabled better modelling of low-complexity cancer cell behaviours that occur over relatively short periods of time^4^. However, available organoid systems do not capture the intricate evolutionary process of cancer development in terms of tissue architecture, cell diversity, homeostasis and lifespan. As a consequence, oncogenesis and tumour formation studies are not possible in vitro and instead require the extensive use of animal models, which provide limited spatiotemporal resolution of cellular dynamics and come at a considerable cost in terms of resources and animal lives. Here we developed topobiologically complex mini-colons that are able to undergo tumorigenesis ex vivo by integrating microfabrication, optogenetic and tissue engineering approaches. With this system, tumorigenic transformation can be spatiotemporally controlled by directing oncogenic activation through blue-light exposure, and emergent colon tumours can be tracked in real-time at the single-cell resolution for several weeks without breaking the culture. These induced mini-colons display rich intratumoural and intertumoural diversity and recapitulate key pathophysiological hallmarks displayed by colorectal tumours in vivo. By fine-tuning cell-intrinsic and cell-extrinsic parameters, mini-colons can be used to identify tumorigenic determinants and pharmacological opportunities. As a whole, our study paves the way for cancer initiation research outside living organisms.

## Abstract (web summary)

Topobiologically complex mini-colons—which enable the faithful in vitro recapitulation of colorectal cancer tumorigenesis and its environmental determinants—offer the possibility to reduce animal use in a wide range of experimental applications.

## Main

Cancer arises through the accumulation of genetic lesions that confer unrestrained cell growth potential. Over the past 70 years, both two-dimensional (2D) and three-dimensional (3D) in vitro culture models have been developed to make simplified, animal-free versions of cancers readily available for research^4^. These models successfully portray and dissect a wide range of relatively simple cancer cell behaviours, such as proliferation, motility, invasiveness, survival, cell–cell and cell–stroma interactions, and drug responses, among others^1,2,4^. However, modelling more complex processes that involve multiple cell (sub)types and tissue-level organization remains a challenge, as is the case for cancer initiation.

The cellular transition from healthy to cancerous is an intricate evolutionary process that is still largely obscure due to the insufficient topobiological complexity of the available in vitro cell culture systems, which precludes de novo tumour generation and the establishment of pathophysiologically relevant tumorigenic models^5,6^. Even the current gold-standard organoid-based 3D models, which are often postulated as a bridge between in vitro and in vivo^1,3,7^, are too simplified for modelling cancer development ex vivo. This is mostly due to (1) their closed cystic structure instead of an in vivo-like apically open architecture^8^; (2) their short lifespan that requires breaking up the culture every few days for passaging^9^; (3) their lack of topobiological stability and consistency owing to their stochastic growth in 3D matrices^8^; and (4) their inability to generate hybrid tissues composed of healthy and cancer cells in a balanced and integrated manner^10^. Various next-generation approaches such as bioprinting and microfabrication technologies have been recently implemented to partially address some of these issues^11,12^; however, none have been able to fully recreate intratumour and intertumour complexity. Consequently, cancer research is still inevitably bound to animal experimentation, which provides a pathophysiologically relevant setting, but forbids high-resolution and real-time analyses of cellular dynamics during oncogenesis. Moreover, these models are economically and ethically costly. Thus, while there is the widespread consensus that animal use in research should be reduced, replaced and refined (the 3 Rs^13^), this commitment is severely hindered by the insufficient physiological complexity displayed by classical in vitro systems.

Here we postulated that a 3D system able to solve the existing limitations of in vitro cultures could be engineered by leveraging scaffold-guided organoid morphogenesis and optogenetics. Specifically, we developed miniature colon tissues in which cells could (1) be cultured for long durations (several weeks) without the need for breaking the culture through passaging; (2) reproduce the stem-differentiated cell patterning axis in a stable and anatomically relevant topology; (3) be easily mutated and tracked in a spatiotemporally controlled manner; and (4) create a biomechanically dynamic system that allows for tumour emergence while preserving the integrity of the surrounding healthy tissue. These features permit the development of biologically complex tumours ex vivo, bridging the gap between in vitro and in vivo models by providing a high-resolution system that can be used to dissect the molecular factors orchestrating cancer initiation.

## Spatiotemporally regulated tumorigenesis

We focused on colorectal cancer (CRC) as it is one of the most prominent cancer types worldwide and its malignant transformation can be readily engineered genetically^14,15^. To first achieve spatiotemporal control of oncogenic DNA recombination, we developed a doxycycline-sensitive blue-light-regulated Cre system (hereafter, OptoCre), which we then introduced into inducible *Apc*^*fl/fl*^*Kras*^*LSL-G12D/+*^*Trp53*^*fl/fl*^ (AKP) healthy colon organoids (Extended Data Fig. 1a–c). A fluorescent Cre reporter was also incorporated to track cells that undergo oncogenic recombination (Extended Data Fig. 1b,c). We initially tested the system in conventional organoid cultures, in which OptoCre efficiently induced recombination in the presence of blue light and doxycycline (Extended Data Fig. 1d,e). Dosage optimization prevented unwanted activation by coupling high efficiency with low leakiness (~1.6%) (Extended Data Fig. 1d,e). To confirm successful oncogenic transformation, we removed growth factors (EGF, noggin, R-spondin, WNT3A) from the organoid medium and observed that only cells with an activated OptoCre were able to grow, a well-known hallmark of mutated AKP colon organoids^16^ (Extended Data Fig. 1f). The presence of the expected mutations at the *Apc, Kras* and *Trp53* loci was confirmed by PCR and exome sequencing (see below; Extended Data Fig. 3f,g).

On the basis of previous evidence that small intestine cells can form stable tube-shaped epithelia through scaffold-guided organoid morphogenesis in microfluidic devices^9^, we next aimed to establish a ‘mini-colon’ constituted by OptoCre-AKP cells. By seeding colon cell suspensions in hydrogel-patterned microfluidic devices, we generated single-layered colonic epithelia spatially arranged into crypt- and lumen-like domains (Extended Data Fig. 2a). This spatial arrangement recapitulated the spatial distribution found in vivo, with stem and progenitor (SOX9^+^) cells located at the bottom of the crypt domains and more differentiated colonocytes (FABP1^+^) located in the upper crypt and lumen areas^17,18^ (Extended Data Fig. 2b). In contrast to conventional colon organoids, the lumen of these mini-colons was readily perfusable with fresh medium, enabling the removal of cell debris and extending their lifespan to several weeks without the need for passaging or tissue disruption (Extended Data Fig. 2a).

Once the healthy mini-colon system was established, we investigated its potential to capture tumour biology by inducing oncogenic recombination through blue-light illumination (Fig. 1a). To mimic the scenario found in vivo, we fine-tuned OptoCre activation to mutate only a small number of cells (<0.5% of the total population). Due to the stability and defined topology of the mini-colon, we easily detected the acquisition of AKP mutations at the single-cell level (GFP^+^ cells) and tracked their evolution over time (Extended Data Fig. 2c,d). This revealed that cell death is one of the earliest responses to oncogenic recombination, as mutated mini-colons displayed higher cell shedding rates compared with the controls (Extended Data Fig. 2e), with a large fraction of the mutated cells undergoing apoptosis (Supplementary Video 1). Nevertheless, some mutated cells escaped apoptosis and, after a quiescent period (24–72 h), started dividing at an accelerated pace (Extended Data Fig. 2d). In conventional organoid cultures, these fast-proliferating mutated cells did not lead to any overt tissular rearrangements (Fig. 1b), whereas, in the mini-colon system, they developed neoplastic structures over 5–10 days (Fig. 1b). Furthermore, these mini-colon neoplasias evolved from polyp-like to full-blown tumours, recapitulating in vivo tumorigenesis (Fig. 1b,c and Supplementary Videos 2 and 3).

**Fig. 1:**
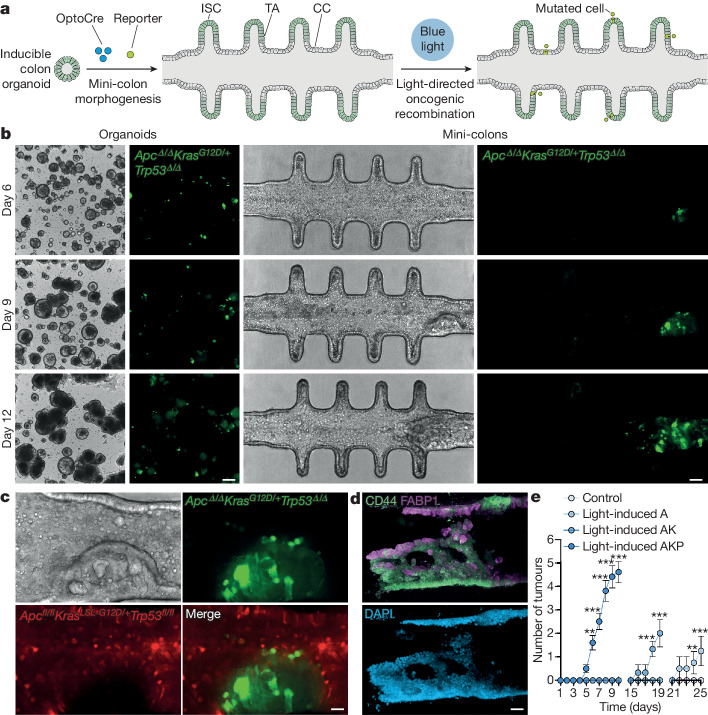
Spatiotemporally regulated de novo tumorigenesis in mini-colons. **a**, Schematic of the experimental workflow followed to induce tumorigenesis in mini-colons. CC, colonocyte; ISC, intestinal stem cell; TA, transit-amplifying cell. **b**, Bright-field and fluorescence images of time-course tumorigenesis experiments in conventional organoids and mini-colons. Fluorescence signal indicates oncogenic recombination. Scale bars, 200 μm (left) and 75 μm (right). **c**, Bright-field and fluorescence close-up images of a mini-colon tumour. The red and green signals correspond to healthy and mutated cells, respectively. Scale bar, 25 μm. **d**, Immunofluorescence images of a mini-colon tumour showing the presence of CD44 (top, green), FABP1 (top, magenta) and nuclei (bottom). Scale bar, 35 μm. **e**, Multiplicity of tumours emerged in mini-colons of the indicated genotypes after light-mediated oncogenic induction. Statistical analysis was performed using two-way analysis of variance (ANOVA) with Sidak’s multiple-comparison test; **P = 0.024 (day 6, AKP), **P = 0.0021 (day 24, A), ***P < 0.0001 (all other conditions). *n* = 5, 4, 3 and 10 mini-colons for the control, light-induced A, light-induced AK and light-induced AKP conditions, respectively. Data are mean ± s.e.m. Source Data

Immunostaining analyses revealed that these tumours stemmed from CD44^high^ cells—a bona fide marker for cancer stem cells in vivo^19^—at the base of the epithelium (Fig. 1d, Extended Data Fig. 2f and Supplementary Video 4). Conversely, the bulk of the tumours was composed of cells with different degrees of differentiation, as revealed by the downregulation and upregulation of CD44 and FABP1, respectively (Fig. 1d and Supplementary Video 5). This indicated the existence of intratumour heterogeneity in the mini-colon, resembling the in vivo scenario^20^. Consistent with this, histopathological studies showed that these tumours displayed the histological organization characteristic of tubular adenomas (Extended Data Fig. 3a). To validate their cancerous nature, we performed transplantation experiments in immunodeficient mice and found that mini-colon-derived cancer cells formed tumours in vivo with undistinguishable efficiency from bona fide tumour-derived cancer cells (Extended Data Fig. 3b,c). Moreover, their histopathological structure was also comparable to the one displayed by primary tumours developed in the colon of AKP mice (Extended Data Fig. 3d) and included the presence of locally invasive nodules and areas with adenocarcinoma-like features (Extended Data Fig. 3e).

We confirmed through PCR and exome sequencing that tumour development in the mini-colon was directly associated with the expected mutations at the *Apc, Kras* and *Trp53* loci (Extended Data Fig. 3f,g). Consistent with this, using organoid lines with a reduced mutational burden (*Apc*^*fl/fl*^*Kras*^*LSL-G12D/+*^ (hereafter, AK) and *Apc*^*fl/fl*^ (hereafter, A)) produced longer latencies in tumour development in a dosage-dependent manner (Fig. 1e and Extended Data Fig. 3h), demonstrating that mini-colon tumorigenesis can be modulated by the number of oncogenic driver mutations. Collectively, these data show that the mini-colon system enables spatiotemporally controlled in vitro modelling of CRC tumorigenesis with a considerable degree of topobiological complexity.

## Context-dependent tumorigenic plasticity

Careful examination of induced mini-colons revealed consistent morphological differences among tumours according to their initiation site, with prominent dense or cystic internal structures arising from the crypt and the luminal epithelium, respectively (see below; Fig. 2b (top)). As mini-colons comprise different types of cells along the crypt–lumen axis (Extended Data Fig. 2b), we leveraged the spatial resolution provided by OptoCre to investigate whether the initiating cell niche conditioned the morphological and functional features of nascent tumours. To spatially control AKP mutagenesis, we coupled the mini-colon to a photomask restricting blue-light exposure to specific regions of the colonic epithelium (Fig. 2a), which provided low off-target recombination rates (around 8.5%) (Fig. 2b,c and Extended Data Fig. 4a). Here again, dense and cystic tumours developed when crypt and lumen epithelia, respectively, were mutationally targeted by blue light (Fig. 2b). To confirm that this was associated with the differentiation status of the tumour-initiating cell, we cultured mini-colons in either low- or high-differentiation medium before oncogenic induction to shift the proportions of (un)differentiated cells. Low-differentiation conditions produced mini-colons with thicker epithelia, early tumour development and a reduced fraction of cystic tumours (Fig. 2d and Extended Data Fig. 4b,c). Conversely, high-differentiation conditions produced mini-colons with thinner epithelia, delayed tumour formation and increased cystic tumour frequency (Fig. 2d and Extended Data Fig. 4b,c). These results indicate that the different environments of the mini-colon can shape tumour fate.

**Fig. 2:**
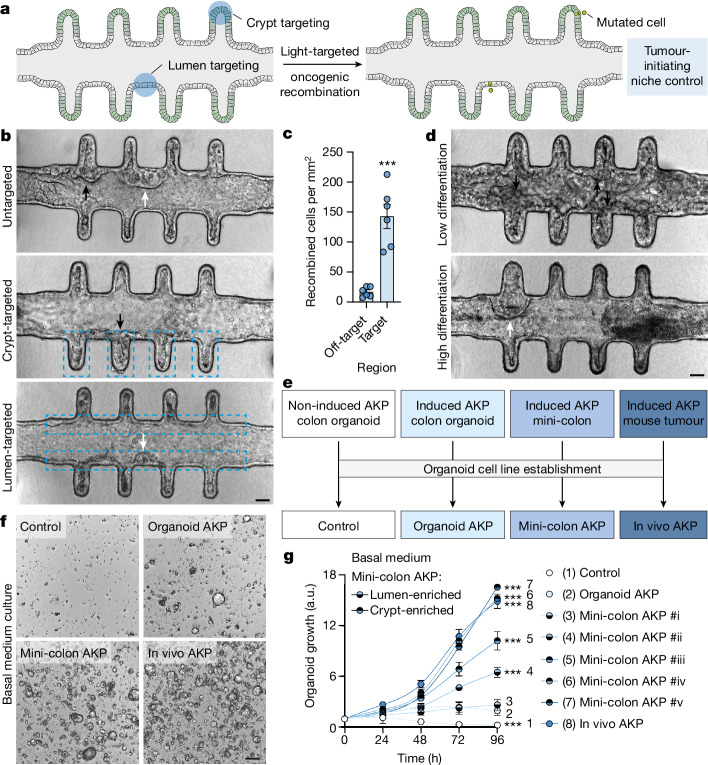
Mini-colons display context-dependent tumorigenic plasticity. **a**, Schematic of the experimental workflow followed to spatiotemporally target tumorigenesis in mini-colons. **b**, Bright-field images of mini-colons that have undergone untargeted (top), crypt-targeted (middle) and lumen-targeted (bottom) tumorigenesis. Targeted areas are indicated by dashed blue lines. The black and white arrows indicate tumours with compact and cystic morphologies, respectively. Scale bar, 75 μm. **c**, The oncogenic recombination efficiency in targeted and off-target areas in mini-colons. Statistical analysis was performed using two-tailed *t*-tests; ***P < 0.0001. *n* = 6 mini-colons per condition. Each point represents one mini-colon. **d**, Bright-field images of induced mini-colons cultured in low-differentiation (top, WENRNi) and high-differentiation (bottom, ENR) conditions. The black and white arrows indicate tumours with compact and cystic morphologies, respectively. Scale bar, 75 μm. **e**, Schematic of the different colon organoid lines generated in this work. **f**, Bright-field images of the indicated colon organoid lines cultured for 2 days in basal medium. Scale bar, 200 μm. **g**, Metabolic activity (measured using resazurin) of the indicated colon organoid lines cultured in basal medium for the indicated time. Numerical labelling (1–8) was used to facilitate cell line identification. Statistical analysis was performed using two-way ANOVA with Sidak’s multiple-comparison test; ***P = 0.0004 (control), ***P < 0.0001 (all other conditions). *n* = 3 cultures for each line. For **c** and **g**, data are mean ± s.e.m. Source Data

To evaluate the functional repercussions of the tumour-initiating niche, we isolated cancer cells from mini-colons enriched in either crypt- or lumen-derived tumours and established organoid cell lines (termed mini-colon AKP) (Fig. 2e). As a control, we generated AKP mutant organoids by shining blue light onto inducible organoids and kept these mutants in parallel with their mini-colon equivalents, doing the required passages on confluency (termed organoid AKP) (Fig. 2e). We also established organoid cultures from AKP colon tumours extracted from tamoxifen-treated *Cdx2-cre*^*ERT2*^ AKP mice (termed in vivo AKP) (Fig. 2e). Notably, in contrast to mini-colons, none of these three types of mutant AKP lines were morphologically distinguishable from healthy non-mutated cells when cultured as organoids (Fig. 1b and Extended Data Fig. 4d). When we cultured these organoids in basal medium depleted of growth factors (BM; Methods), both in vivo and crypt tumour-derived mini-colon AKP organoids preserved their proliferative potential (Fig. 2f,g). Conversely, organoid and lumen tumour-enriched mini-colon AKP lines displayed significantly reduced proliferation rates (Fig. 2f,g). This was not due to intrinsic cycling defects in any of the organoid lines tested, as these differences were not observed in standard cancer organoid medium (BMGF; Methods and Extended Data Fig. 4e). As expected, healthy organoids did not grow in any of these conditions (Fig. 2f,g and Extended Data Fig. 4e). Collectively, these results show that there are context-dependent factors aside from the founding AKP mutations that condition the growth potential of AKP cells. They also indicate that the cells derived from mini-colon crypt tumours recapitulate the growth properties of in vivo CRC cells more faithfully than conventional organoids.

To investigate the molecular programs underpinning these observations, we profiled the transcriptome of the different AKP lines using RNA sequencing (RNA-seq). 

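RNA was taken from organoids cultured for 3 days and kept for 24 h in basal medium without growth factors, and 33 libraries were sequenced with QuantSeq, which reads the 3′ ends of transcripts. They comprised 6 libraries each of non-induced control organoids, organoid AKP (organoids mutated by blue light and passaged alongside the mini-colons) and in vivo AKP (organoids from colon tumours of tamoxifen-treated Cdx2-creERT2 AKP mice), and 3 libraries of each of the 5 mini-colon AKP lines, #i to #v. The paper's statistics section states that bulk RNA-seq used at least 3 independent sets of samples, and its culture methods state that replications used OptoCre lines generated anew. The deposited values are raw counts for 32285 gene identifiers per library, of which 31674 were named by GENCODE M39, and the 611 others held 6.85% of all counts. Total counts per library ranged from 2660584 to 7852555 in control, from 2751409 to 7232715 in organoid AKP and from 2438672 to 6735813 in in vivo AKP. In the mini-colon lines they ranged from 2829223 to 3381637 in #i, from 3340775 to 5885703 in #ii, from 2968945 to 5728826 in #iii, from 3222698 to 3826247 in #iv and from 3397553 to 8256526 in #v. The deposited count files carry a library code with the letter E or F in their names, whose meaning neither the labels nor the paper's text state. Lines #i, #ii and #iii carry E, lines #iv and #v carry F, and control, organoid AKP and in vivo AKP have 3 libraries of each letter, so the letter was treated as a possible batch. Organoid AKP libraries of letter F differed from those of letter E at 4143 of 13606 genes, of which 2047 were higher and 2096 lower with F. The corresponding counts were 1856 higher and 1158 lower in control, and 3475 higher and 2945 lower in in vivo AKP. Genes with at least 1 CPM (counts scaled to library size) in at least 3 libraries were tested with the quasi-likelihood test of edgeR after TMM scaling, in 1 model of all 8 lines, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Levels are means in TMM-scaled CPM with their SD, and gene sets were tested with camera at its preset correlation over 32 lists fixed before the data were examined. The first 3 principal components of the log2 CPM held 53.6%, 16.7% and 7.74% of the variance. The labels tie no library to a separately generated line or to a mouse, so the p-values measure the spread between these libraries, which may be technical in part.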

We first characterized the differences between the two AKP lines derived from conventional systems, in vivo and organoid AKP cells, which also had the biggest disparity in growth potential (Fig. 2g). 

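In vivo AKP cells expressed several genes that organoid AKP cells hardly expressed. *Igfbp4*, which encodes a secreted protein that binds insulin-like growth factors, was at 609 ± 167 CPM in in vivo AKP and 1.02 ± 0.610 CPM in organoid AKP (SD, n = 6 libraries each), a log2 fold change of 9.13 (standard error 0.28, adjusted p = 1.05e-22). *Mmp14*, a membrane-anchored matrix metalloproteinase, was at 158 ± 27.3 and 0.326 ± 0.494 CPM (log2 fold change 9.15, standard error 0.33, adjusted p = 3.1e-21). *Kcnq1ot1*, an imprinted antisense RNA, was at 95.7 ± 27.7 and 0.241 ± 0.245 CPM (log2 fold change 8.64, standard error 0.36, adjusted p = 8.27e-19). Conversely, *Rhox5*, an X-linked homeobox gene, reached 832 ± 459 CPM in organoid AKP and 3.25 ± 1.56 CPM in in vivo AKP (log2 fold change -7.96, standard error 0.50, adjusted p = 4.87e-13). *Cadps*, a regulator of secretory vesicles, had no count in in vivo AKP. In organoid AKP it was 89.5-fold above a floor of 3 counts over the in vivo AKP group. Between both lines 2366 of 13606 genes were higher and 2313 lower in in vivo AKP, 1091 and 844 of them by at least 1 log2 unit. With only the libraries of these lines in the model the count of lower genes was 1482. Of 5 sex-linked genes, 1 was higher and 4 were lower (set test, adjusted p = 7.61e-09, and adjusted p = 0.00735 with an estimated correlation). *Xist*, the RNA that silences an X chromosome, lies on chromosome X of GRCm39 from 102503972 to 102537573 and was at 723 ± 309 CPM in in vivo AKP and 0.374 ± 0.291 CPM in organoid AKP (log2 fold change 10.89, standard error 0.44, adjusted p = 2.18e-17). The Y-linked helicase gene *Ddx3y* was at 0.155 ± 0.149 and 68.2 ± 28.1 CPM (log2 fold change -8.70, standard error 0.37, adjusted p = 6.39e-19). The Y-linked *Eif2s3y* was at 17.1 ± 6.15 CPM in organoid AKP and had 1 count over the 6 in vivo AKP libraries. Among markers of other cell types, *Vim*, an intermediate filament of mesenchymal cells, was at 145 ± 117 CPM in in vivo AKP and 11.7 ± 7.89 CPM in organoid AKP (log2 fold change 3.59, standard error 0.52, adjusted p = 3.89e-06). *Fn1*, encoding fibronectin, had a log2 fold change of 1.26 (adjusted p = 2.33e-05). These were the 2 measured fibroblast and muscle markers, both higher (set test, adjusted p = 0.0772). Of 4 measured immune cell markers 2 were lower, *S100a8* and *S100a9*, and of 5 endothelial markers 3 were higher, *Prox1*, *Flt1* and *Vwf*, without a called set test (adjusted p = 0.536 and adjusted p = 0.0918). *Trp53* tags were at 25.5 ± 5.52 CPM in in vivo AKP, 1.77 ± 1.00 CPM in organoid AKP and 17.1 ± 1.64 CPM in control. *Apc* had a log2 fold change of 0.40 (adjusted p = 0.00068). Reads of 3′ ends do not show whether the alleles of *Trp53* or *Apc* were recombined. The paper's single-cell methods looked for transcripts that carry the engineered deletions of both genes, so *Trp53* tags need not mean an intact allele. With the libraries of letter E alone 4043 genes were called, with those of letter F alone 6404, and 4546 of the 4679 genes had the same direction under both letters. The 4679 genes were called on the same libraries pooled, which favours a shared direction. *Apc* was at 0.22 (adjusted p = 0.0753) within E and 0.56 (adjusted p = 4.1e-07) within F.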

According to our previous experiments, in vivo AKP cells upregulated many genes involved in canonical cancer pathways and the promotion of cell growth (Extended Data Fig. 4f,g). Conversely, these cells downregulated genes associated with cell differentiation, patterning and transcriptional regulation (Extended Data Fig. 4f,g). 

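Several targets of the WNT pathway rose in in vivo AKP. *Prox1*, a transcription factor induced by β-catenin in colon tumours, was at 449 ± 263 CPM in in vivo AKP and 4.26 ± 2.68 CPM in organoid AKP (SD, n = 6 libraries each), a log2 fold change of 6.58 (standard error 0.43, adjusted p = 8.48e-13). *Nkd1*, a feedback inhibitor of the pathway, was at 305 ± 155 and 33.0 ± 17.5 CPM (log2 fold change 3.19, standard error 0.32, adjusted p = 4.79e-09). The transcription factor gene *Sp5* was at 125 ± 66.0 and 21.0 ± 4.74 CPM (log2 fold change 2.59, standard error 0.26, adjusted p = 1.91e-09). Of 20 WNT targets 13 were higher and 1, *Cd44*, was lower (14 and 3 adjusted over the list alone; set test, adjusted p = 0.00206, and adjusted p = 0.548 with an estimated correlation). Intestinal stem cell markers gave 10 higher and 1 lower of 19 (11 and 2 adjusted over the list alone; adjusted p = 0.000198, and adjusted p = 0.331 with an estimated correlation). *Smoc2*, a matrix protein of crypt base cells, was at 305 ± 147 and 35.9 ± 18.6 CPM (log2 fold change 3.13, standard error 0.30, adjusted p = 1.91e-09). The surface protein gene *Prom1* had a log2 fold change of 0.85 (adjusted p = 3e-09). *Lgr5*, the R-spondin receptor that marks crypt base stem cells, was at 110.5 ± 41.5 and 75.9 ± 14.1 CPM with a log2 fold change of 0.54 (adjusted p = 0.0378). It was at -0.22 (adjusted p = 0.21) within letter E and 1.15 (adjusted p = 3.89e-11) within letter F, and leaving out any 1 of organoid AKP replicates 4, 5 or 6 or in vivo AKP replicates 4, 5 or 6 ended its call. So did no filter (0.54, adjusted p = 0.0712) and a replicate block (0.52, adjusted p = 0.129). Among 33 WNT ligands, receptors and modulators 8 were higher and 9 lower, and the list's median, mean and set test differed in sign. Its member *Wnt6*, a secreted WNT protein, was at 73.6 ± 9.87 and 2.17 ± 0.612 CPM (log2 fold change 5.09, standard error 0.20, adjusted p = 1.79e-20). The R-spondin receptor gene *Lgr6* was at 3.45 ± 2.80 and 68.4 ± 45.4 CPM (log2 fold change -4.42, standard error 0.46, adjusted p = 8.59e-09). In the stem cell pluripotency pathway 16 of 42 genes were higher and 5 lower (16 and 6 adjusted over the list alone; set test, adjusted p = 0.1). The BMP-induced *Id3* was at 2.47 (adjusted p = 0.000158) and *Inhba*, a subunit of activin, at -3.61 (adjusted p = 1.74e-15) on the log2 scale. Within letter E, 8 WNT targets, 6 stem cell markers and 13 pluripotency genes were higher, and 2, 5 and 5 lower. Within letter F these were 16, 14 and 23 higher, and 4, 3 and 6 lower.

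Receptor tyrosine kinases went both ways, with 11 higher and 6 lower of 32 (12 and 7 adjusted over the list alone; set test, adjusted p = 0.536). *Ror2*, a receptor of WNT5A, was at 18.3 ± 3.89 CPM in in vivo AKP and 4.29 ± 1.85 CPM in organoid AKP (log2 fold change 1.99, standard error 0.22, adjusted p = 6.83e-09). *Fgfr3* was at 7.25 ± 2.98 and 1.43 ± 0.549 CPM (log2 fold change 2.30, standard error 0.33, adjusted p = 8.88e-07). *Kit*, the receptor of stem cell factor, was at 1.46 ± 1.01 and 0.170 ± 0.187 CPM with a log2 fold change of 2.99 (adjusted p = 0.000905), which was 2.45 (adjusted p = 0.0535) within letter E and 3.35 (adjusted p = 0.00218) within letter F. The hepatocyte growth factor receptor gene *Met* fell (61.6 ± 14.1 and 105 ± 8.21 CPM, log2 fold change -0.77, standard error 0.10, adjusted p = 3.33e-07). Of 44 ligands of these receptors 5 were higher and 17 lower (6 and 19 adjusted over the list alone; set test, adjusted p = 0.0768). *Ereg*, encoding the epidermal growth factor receptor ligand epiregulin, was at 0.207 ± 0.175 and 31.8 ± 8.63 CPM (log2 fold change -7.11, standard error 0.30, adjusted p = 1.54e-19). Its relative *Areg* had a log2 fold change of -1.75 (adjusted p = 3.87e-10) and the macrophage growth factor gene *Csf1* one of -1.99 (adjusted p = 5.11e-08). Of 30 G-protein-coupled receptors 11 were higher and 6 lower (11 and 7 adjusted over the list alone; set test, adjusted p = 0.264). *Glp1r*, the receptor of glucagon-like peptide 1, had 15.2 ± 8.81 CPM in in vivo AKP and 3 counts over the 6 organoid AKP libraries, a ratio of 139 (95% exact counting interval 47.2 to 675). The thrombin receptor gene *F2r* had a log2 fold change of 2.22 (adjusted p = 2.5e-09). The neurokinin receptor gene *Tacr3* was at 4.33 ± 1.42 CPM in organoid AKP, 43.7-fold above a floor of 3 counts over in vivo AKP, where it had no count. Reactome sets were tested with the 1000 genes higher and the 791 lower by at least 1 log2 unit that have an Entrez number. GPCR ligand binding held 20 of these higher genes among its 85 (adjusted p = 0.00468 over 824 sets), 1 of 4 sets past the threshold, and 14 of these lower genes (adjusted p = 0.232). Its class A receptors held 13 of the lower genes among their 64 (adjusted p = 0.0933). Genes that report MAPK output divided, with *Etv5* at 1.97 (adjusted p = 8.14e-13), and *Etv4* at -0.99 (adjusted p = 2.98e-07) and the AP-1 subunit gene *Fosl1* at -1.74 (adjusted p = 3.87e-08) on the log2 scale. Of the 18, 2 were higher and 3 lower, and the list's median, mean and set test differed in sign. Cell cycle genes gave 20 lower of 32 and none higher by edgeR, at an unadjusted p under 0.05, by limma-voom or by DESeq2 (adjusted p = 0.000255, and adjusted p = 0.331 with an estimated correlation). The mitotic kinase gene *Bub1* was at 59.6 ± 9.81 and 106 ± 14.1 CPM (log2 fold change -0.83, standard error 0.11, adjusted p = 4.09e-07). *Tpx2* had a log2 fold change of -0.52 (adjusted p = 9.04e-06), and *Mki67*, a marker of cycling cells, one of -0.01 (adjusted p = 0.982), being -0.38 (adjusted p = 0.0299) within E and 0.32 (adjusted p = 0.0417) within F. *Cdkn2a*, encoding cell cycle inhibitors, was at 750.2 ± 28.3 and 213 ± 18.9 CPM (log2 fold change 1.82, standard error 0.08, adjusted p = 2.23e-19). With letter E alone 4 receptor tyrosine kinases, 4 ligands and 7 G-protein-coupled receptors were higher and 4, 10 and 6 lower, and with letter F alone 13, 10 and 13 were higher and 7, 18 and 5 lower. Cell cycle genes gave 22 lower within E, and 19 lower and 1 higher within F.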

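Most of the homeobox and regional identity factors called in in vivo AKP were lower. *Hoxa10*, a homeobox gene of posterior body regions on chromosome 6 of GRCm39 from 52208164 to 52217834, was at 0.501 ± 0.493 CPM in in vivo AKP and 75.8 ± 8.22 CPM in organoid AKP (SD, n = 6 libraries each), a log2 fold change of -7.17 (standard error 0.22, adjusted p = 1.72e-23). Its neighbour *Hoxa11* had 3 counts over the 6 in vivo AKP libraries and was lower with a ratio of 304 (95% exact counting interval 104 to 1476). *Hoxb9* was at 9.10 ± 2.32 and 212 ± 16.2 CPM (log2 fold change -4.52, standard error 0.12, adjusted p = 4.68e-25). *Irx3*, a homeobox gene of the Iroquois family, was at 8.20 ± 1.61 and 128 ± 9.37 CPM (adjusted p = 6.45e-25). In the other direction, the forkhead factor gene *Foxa3* was at 82.0 ± 25.6 and 12.5 ± 4.32 CPM (log2 fold change 2.76, standard error 0.20, adjusted p = 3.25e-13). *Tbx3*, a T-box repressor, was at 261 ± 135 and 51.3 ± 9.83 CPM (log2 fold change 2.33, standard error 0.22, adjusted p = 9.46e-10). Of 52 homeobox and regional identity factors 27 were lower and 14 higher (27 and 15 adjusted over the list alone; set test, adjusted p = 3.72e-11, and adjusted p = 0.0325 with an estimated correlation). Fetal-like and regenerative genes, which injured and fetal epithelium express, gave 10 lower and 4 higher of 20 (10 and 4 adjusted over the list alone; adjusted p = 2.05e-07, and adjusted p = 0.00827 with an estimated correlation). *Ly6d* was at 21.0 ± 2.56 and 320.0 ± 88.3 CPM (log2 fold change -3.93, standard error 0.18, adjusted p = 8.59e-18). The annexin gene *Anxa8* was at 5.27 ± 1.36 and 33.9 ± 7.26 CPM (log2 fold change -2.63, standard error 0.17, adjusted p = 8.57e-15), whereas *Clu*, encoding clusterin, had a log2 fold change of 0.55 (adjusted p = 0.00158). Of 18 Hippo-YAP targets 6 were lower and 2 higher (set test, adjusted p = 0.472). *Ccn2*, a matricellular growth factor, was at 21.6 ± 8.01 and 196 ± 40.4 CPM (log2 fold change -3.18, standard error 0.28, adjusted p = 1.93e-10). The TGFβ and BMP pathway went both ways, with 13 higher and 7 lower of 31 (set test, adjusted p = 0.472). The ligand gene *Bmp7* was at 2.16 (adjusted p = 1.71e-12) and *Bmp8b* at -1.07 (adjusted p = 3.16e-08) on the log2 scale.

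Markers of mature cell types went both ways in some lists and mostly up in others. Of 27 colonocyte genes 3 were lower and 3 higher (2 and 3 adjusted over the list alone; set test, adjusted p = 0.963). *Car2*, a carbonic anhydrase of colonocytes, was at 51.2 ± 38.9 CPM in in vivo AKP and 229 ± 38.3 CPM in organoid AKP (log2 fold change -2.18, standard error 0.32, adjusted p = 3.14e-06). The microvillus gene *Cdhr5* had a log2 fold change of 1.38 (adjusted p = 0.00301) and the actin bundler gene *Vil1* one of 0.51 (adjusted p = 7.48e-06). Within letter E *Cdhr5* was at 0.63 (adjusted p = 0.105). Of 13 goblet cell markers 4 were higher and the other 9 did not pass the test (set test, adjusted p = 0.0698). By limma-voom 7 of them were higher. *Creb3l1*, a transcription factor of secretory cells, was at 3.13 (adjusted p = 2.91e-07) and the secreted *Spink4* at 2.93 (adjusted p = 2.43e-05) on the log2 scale. Of 8 enteroendocrine markers 5 were higher and 1 lower (set test, adjusted p = 0.1). The higher ones stayed at low levels, as with the granin gene *Chgb* at 8.17 ± 7.47 and 0.690 ± 0.702 CPM and secretin, *Sct*, at 2.62 ± 0.673 CPM against 1 count over the organoid AKP libraries. Of 4 tuft cell markers 1 was higher, *Avil*, and 1 lower, *Alox5ap*, and of 15 Notch pathway genes 2 were higher, *Lfng* and *Hes6*, and 3 lower, *Nrarp*, *Jag1* and *Dll1* (set test for Notch, adjusted p = 0.684). The tuft list's median, mean and set test differed in sign. *Avil* was at 177 ± 82.9 and 40.6 ± 8.23 CPM (log2 fold change 2.13, standard error 0.21, adjusted p = 1.94e-09). The Notch target *Nrarp* had a log2 fold change of -1.10 (adjusted p = 8.31e-07). Within letter E 25 homeobox factors and 8 fetal-like genes were lower and 12 and 4 higher, and within letter F 25 and 14 were lower and 18 and 4 higher. Goblet cell markers gave 2 higher and 1 lower within E, and 10 higher within F.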

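The paper's signature took limma-voom calls between in vivo and organoid AKP with a log2 fold change of at least 2 in size. Here the same fold cut on edgeR calls of that comparison was passed by 569 higher and 393 lower genes, 962 in all. The higher ones included the stem cell markers *Igfbp4* and *Smoc2*, the WNT pathway genes *Prox1*, *Nkd1*, *Sp5* and *Wnt6*, the receptor genes *Fgfr3* and *Glp1r*, and *Xist*. Among the lower ones were *Hoxa10*, *Hoxa11* and *Hoxb9*, the fetal-like genes *Ereg*, *Ly6d* and *Anxa8*, the growth factor gene *Ccn2*, and the Y-linked *Ddx3y*. Of the 962 genes 950 had the same direction with the libraries of letter E alone and of letter F alone, and 701 were past the threshold in both. The 962 genes were chosen on these libraries pooled, which favours a shared direction. Within organoid AKP itself, 25 of the 569 higher genes were higher and 66 lower with letter F than with letter E, and of the 393 lower genes 104 were higher and 44 lower with F. For each of the 33 libraries a fit score was computed as the difference between the normalized single-sample GSEA scores of the higher and the lower genes, with a rank weight of 0.25. Each score was divided by its range over all libraries, and the difference was scaled to a largest absolute value of 1 over the 21 organoid and mini-colon AKP libraries. The signature was defined on the in vivo AKP and organoid AKP libraries, so their own scores are not independent evidence of it.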

To evaluate whether mini-colon AKP cells recapitulated this in vivo AKP transcriptional signature, we performed single-sample gene set enrichment analysis (GSEA) across all of the cell lines. 

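Several genes of the signature were higher in line #v than in organoid AKP. *Smoc2* was at 35.9 CPM in organoid AKP, and at 11.5 ± 0.560 CPM in #i, 18.4 ± 4.54 in #ii, 22.1 ± 6.21 in #iii, 20.3 ± 4.05 in #iv and 134 ± 8.00 in #v (SD, n = 3 libraries each). *Prox1* was at 4.26 CPM in organoid AKP, and at 1.74, 5.48, 6.63, 3.65 and 40.6 ± 21.7 CPM in the lines in the same order. *Wnt6* was at 2.17 CPM in organoid AKP, and at 1.20, 4.33, 2.14, 0.910 and 12.0 ± 3.50 CPM in the lines. *Smoc2* was thus below its organoid AKP mean in #i to #iv. *Mmp14*, at 158 CPM in in vivo AKP, was at 0.326 CPM in organoid AKP, and at 0.390, 0.367, 0.489, 0.375 and 0.0397 CPM in the lines. *Hoxa10*, at 0.501 CPM in in vivo AKP, was at 75.8 ± 8.22 CPM in organoid AKP, and at 68.1, 96.1, 55.6, 115 and 102 ± 7.85 CPM in the lines. The fit score was 0.777 ± 0.147 in in vivo AKP and -0.919 ± 0.087 in organoid AKP (SD, n = 6 libraries each). The lines scored -0.891 ± 0.003 in #i, -0.796 ± 0.016 in #ii, -0.709 ± 0.004 in #iii, -0.707 ± 0.008 in #iv and -0.453 ± 0.031 in #v (SD, n = 3 each). Against organoid AKP the mean difference was 0.0279 for #i, 0.123 for #ii, 0.210 for #iii, 0.212 for #iv and 0.466 for #v. All 3 libraries of #iii, #iv and #v lay above every organoid AKP library. So did all 6 libraries of control organoids, which lay above organoid AKP by 0.348. The signature was chosen on these organoid AKP libraries, which places them low on the score, so no p-value is given for a line against them. The shifts were 1.64%, 7.24%, 12.4%, 12.5% and 27.5% of the way from organoid AKP to in vivo AKP for #i to #v, and 20.5% for control. With the signature from replicates 4 to 6 alone the difference was -0.0214 for #i, 0.0561 for #ii, 0.146 for #iii, 0.172 for #iv and 0.470 for #v, and with that from replicates 1 to 3 it was 0.101, 0.239, 0.298, 0.308 and 0.465 for #i to #v. Organoid AKP libraries scored -0.850 ± 0.067 with letter E and -0.988 ± 0.011 with letter F (exact permutation p = 0.1, the smallest that 3 against 3 allow). Compared with the organoid AKP libraries of their own letter, the differences were -0.0413 for #i, 0.0535 for #ii, 0.140 for #iii, 0.281 for #iv and 0.535 for #v.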

Here, most of the mini-colon AKP lines outscored their organoid AKP counterparts, especially those derived from crypt tumours (Extended Data Fig. 4h). 

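By the symbols of Fig. 2g, lines #iii, #iv and #v are enriched in crypt tumours and #i and #ii in lumen tumours. The crypt lines had a mean fit score of -0.623 and the lumen lines one of -0.844, a difference of 0.221 (exact permutation of the lines, p = 0.1, the smallest that 3 lines against 2 allow). Taken relative to organoid AKP of the same letter the difference was 0.313 (exact permutation p = 0.2). Line #v scored above #iv by 0.254 and above #i by 0.438, and #iii above #ii by 0.0869 and above #i by 0.182 (exact permutation p = 0.1 for each pair, the smallest that 3 libraries against 3 allow). Line #ii scored above #i by 0.0948 (exact permutation p = 0.1). All 3 libraries of #v lay above all libraries of the other mini-colon lines, and all 3 of #i lay below. Some single genes of the signature followed the ends of this order. *Nkd1* was at 7.69 ± 1.95 CPM in #i and 60.9 ± 8.16 CPM in #v (SD, n = 3 each), *Foxa3* at 9.59 ± 0.378 and 35.2 ± 1.41 CPM, and *Irx3*, a lower gene of the signature, at 164 ± 18.0 and 29.3 ± 2.80 CPM. *Hoxa10*, another lower gene of the signature, and *Mmp14*, a higher one under 1 CPM in both lines, went the other way. *Xist* and *Kcnq1ot1* stayed under 1 CPM in both lines. Every library of #i carries letter E and every library of #v letter F, so the libraries of this pair alone cannot separate the line from the letter.

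**Figure D1:**
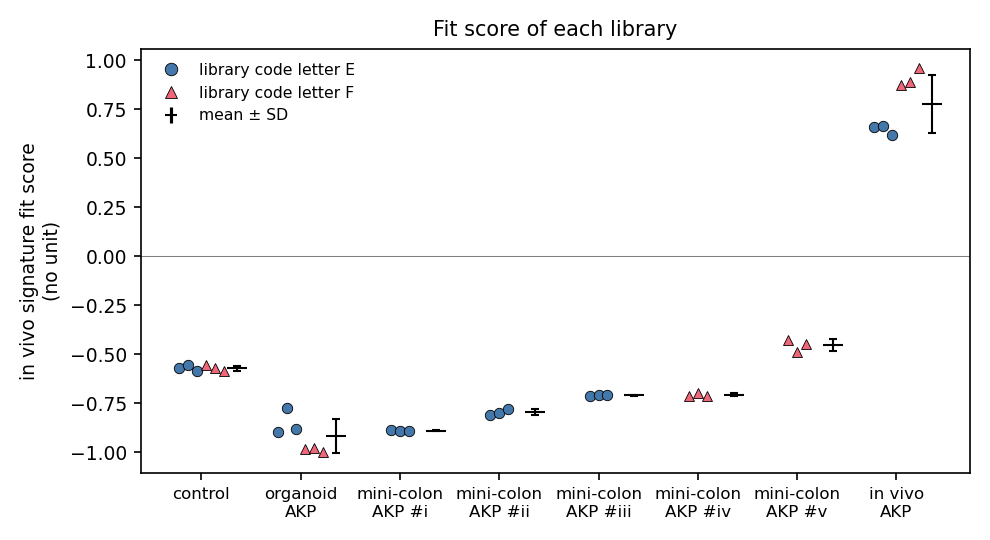
Fit score to the in vivo AKP signature (vertical axis, scaled difference of the normalized single-sample GSEA scores) of each library of control, organoid AKP, the 5 mini-colon AKP lines and in vivo AKP (horizontal axis). Circles are libraries of letter E and triangles of letter F, with the mean and SD of each line. Line #v has a mean of -0.453, and the in vivo AKP libraries have a mean of 0.777.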

To investigate the transcriptional divergence between crypt- and lumen-enriched mini-colon AKP cells, we compared the lines with the highest (#v, crypt-enriched) and lowest (#i, lumen-enriched) in vivo AKP signature score (Extended Data Fig. 4h). These analyses revealed that crypt-derived mini-colon AKP cells upregulated genes involved in WNT signalling, stem cell pluripotency, lipid metabolism and other pathways involved in cancer (Extended Data Fig. 4i). 

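Several WNT targets and stem cell markers were higher in line #v than in line #i. *Lgr5*, the stem cell receptor gene on chromosome 10 of GRCm39 from 115286216 to 115423685, was at 132 ± 11.7 CPM in #v and 36.1 ± 5.10 CPM in #i (SD, n = 3 libraries each), a log2 fold change of 1.87 (standard error 0.31, adjusted p = 8.89e-05). The crypt base gene *Smoc2* had a log2 fold change of 3.54 (standard error 0.47, adjusted p = 8.42e-06), the WNT feedback inhibitor gene *Nkd1* one of 2.98 (adjusted p = 0.0003) and the β-catenin target *Prox1* one of 4.48 (adjusted p = 0.000148). Of 20 WNT targets 13 were higher and the other 7 did not pass the test (15 higher adjusted over the list alone; set test, adjusted p = 1.14e-07, and adjusted p = 0.121 with an estimated correlation). Of 19 stem cell markers 15 were higher, among them the transporter gene *Slc12a2* at 0.84 (adjusted p = 1.59e-05), and the other 4 did not pass the test (set test, adjusted p = 2.08e-10, and adjusted p = 0.0543 with an estimated correlation). WNT ligands, receptors and modulators gave 17 higher and 2 lower of 33 (set test, adjusted p = 0.000102, and adjusted p = 0.121 with an estimated correlation). *Wnt6* had a log2 fold change of 3.23 (standard error 0.36, adjusted p = 2e-07). The receptor gene *Fzd2* was at 27.1 ± 1.37 and 4.58 ± 2.21 CPM (log2 fold change 2.53, standard error 0.43, adjusted p = 0.000135), and the coreceptor gene *Lrp5* was at 31.6 ± 5.83 and 11.4 ± 0.237 CPM (log2 fold change 1.46, standard error 0.28, adjusted p = 0.000405). In the stem cell pluripotency pathway 13 of 42 genes were higher and 3 lower (14 and 4 adjusted over the list alone; set test, adjusted p = 0.0456, and adjusted p = 0.488 with an estimated correlation). This set test was not called by limma-voom, without a filter, or without #i replicate 1, #i replicate 2 or #v replicate 1 (adjusted p = 0.0568, adjusted p = 0.0541 and adjusted p = 0.11), nor with the letter as a covariate (adjusted p = 0.299). *Id3* was at 60.5 ± 9.59 and 5.76 ± 0.629 CPM (log2 fold change 3.38, standard error 0.86, adjusted p = 0.0062). The insulin-like growth factor receptor gene *Igf1r* had a log2 fold change of 1.23 (adjusted p = 0.00541), the cytokine receptor gene *Lifr* one of 0.87 (adjusted p = 0.00142) and *Inhba* one of -1.03 (adjusted p = 0.00386).

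Parts of the lipid synthesis lists were higher in #v. In the Reactome test of the 839 genes higher in #v by at least 1 log2 unit, however, no lipid or WNT set passed. The 1 set past the threshold was HS-GAG biosynthesis, with 8 of its 22 genes (Fisher's exact test, adjusted p = 0.0363). Of 25 genes of cholesterol synthesis 12 were higher and the other 13 did not pass the test (set test, adjusted p = 0.000407, and adjusted p = 0.304 with an estimated correlation). *Mvd*, an enzyme of the pathway, was at 88.0 ± 14.5 CPM in #v and 29.7 ± 7.68 CPM in #i (log2 fold change 1.56, standard error 0.29, adjusted p = 0.000316). Of 25 genes of fatty acid synthesis and esterification 10 were higher and 2 lower (13 and 3 adjusted over the list alone; set test, adjusted p = 0.00863, and adjusted p = 0.288 with an estimated correlation). *Fasn*, the fatty acid synthase gene, was at 259 ± 26.2 and 133 ± 7.95 CPM (log2 fold change 0.96, standard error 0.18, adjusted p = 0.000421). The desaturase gene *Fads2* was at 144 ± 12.4 and 65.4 ± 6.43 CPM (log2 fold change 1.14, standard error 0.22, adjusted p = 0.000509). Genes of fatty acid oxidation and PPAR targets divided, with 4 higher and 4 lower of 22 (8 and 6 adjusted over the list alone; set test, adjusted p = 0.753). The coactivator gene *Ppargc1a* was at 1.10 (adjusted p = 0.000261) and the lipid droplet gene *Plin2* at -0.66 (adjusted p = 0.00188) on the log2 scale. Among the largest single differences were the imprinted *Snrpn* (25.8 ± 0.758 and 0.503 ± 0.602 CPM, log2 fold change 5.58, standard error 0.64, adjusted p = 3.86e-07) and its host transcript *Snhg14* (log2 fold change 4.03 (adjusted p = 5.34e-06)), and downward the integrin gene *Itgb7* (0.783 ± 0.460 and 19.6 ± 3.09 CPM, log2 fold change -4.48, standard error 0.40, adjusted p = 1.87e-09), the keratin gene *Krt90* (log2 fold change -4.15 (adjusted p = 0.000119)) and the collagen gene *Col8a1* (log2 fold change -4.20 (adjusted p = 8.43e-12)). The mesenchymal markers *Vim* and *Fn1* were higher as well, by 3.46 (adjusted p = 0.00421) and 2.76 (adjusted p = 3.67e-07) on the log2 scale. Over all genes 1702 were higher and 1625 lower in #v, 870 and 454 of them by at least 1 log2 unit. Leaving out 1 library at a time gave 1050 to 1250 higher and 940 to 1111 lower, the letter as a covariate 570 and 694, and a model of both lines alone 2961 and 2900. Because #i carries letter E and #v letter F, each line was also taken relative to organoid AKP of its own letter. This version, chosen after the data were seen, called 1140 higher and 1102 lower genes, 2242 in all. Other splits of the #v and #i libraries in it called a median of 1816 genes and at most 2102. The letter difference of organoid AKP stays in place in all of them, so this count does not part line from letter. Of the 3327 genes called between #v and #i, 3175 had the same direction in that version and 1366 were past its threshold. That version contains the same difference between #v and #i, which favours a shared direction. Of the same 3327, 1278 were also called in the same direction between F and E in organoid AKP, and 247 in #v against #iv, a pair of letter F alone. Relative to organoid AKP of the same letter 10 WNT targets, 12 stem cell markers, 5 WNT ligands or receptors, 4 pluripotency genes, 13 cholesterol genes and 10 fatty acid synthesis genes were higher, and for all but the cholesterol genes 2, 1, 3, 6 and 2 were lower. *Prox1* was at 3.19 (adjusted p = 0.0544), *Lrp5* at 0.68 (adjusted p = 0.0607) and *Igf1r* at 0.30 (adjusted p = 0.257) in that version, so these calls were lost, as was that of *Plin2* at -0.43 (adjusted p = 0.0987), while *Lgr5* was at 2.22 (adjusted p = 6.26e-13) and *Smoc2* at 4.75 (adjusted p = 4.28e-13). With the letter as a covariate, *Id3* was at 1.95 (adjusted p = 0.127), *Vim* at 1.66 (adjusted p = 0.246) and *Inhba* at -0.72 (adjusted p = 0.0681).

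**Figure D2:**
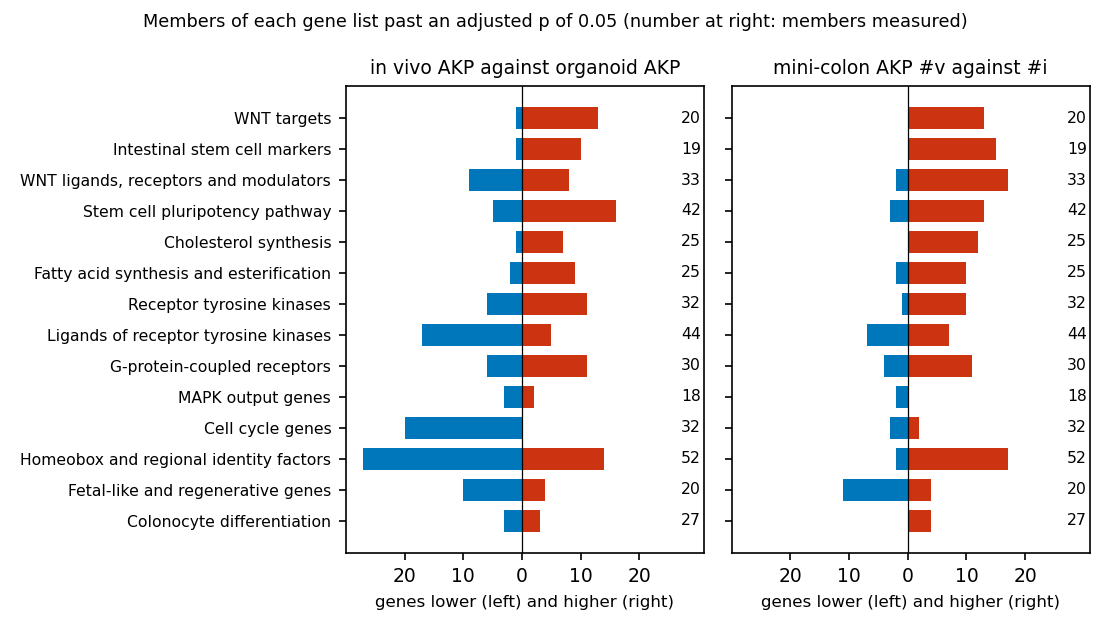
Number of members of 14 gene lists past the threshold in in vivo AKP against organoid AKP and in mini-colon AKP #v against #i (horizontal axis, genes, with higher ones to the right of 0 and lower ones to the left). The number at the right of each bar is the number of genes measured. WNT targets have 13 higher members in both comparisons, and cell cycle genes 20 lower members in in vivo AKP.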

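Genes higher in both in vivo AKP (against organoid AKP) and mini-colon AKP #v (against #i) were counted at a log2 fold change of at least 1 in each comparison. *Myh10*, encoding a non-muscle myosin heavy chain, was at 73.3 ± 8.94 CPM in in vivo AKP and 0.698 ± 0.377 CPM in organoid AKP (SD, n = 6 each, log2 fold change 6.64, standard error 0.22, adjusted p = 1.24e-22). It was at 8.60 ± 2.25 CPM in #v and 0.811 ± 0.113 CPM in #i (SD, n = 3 each, log2 fold change 3.31, standard error 0.38, adjusted p = 2.98e-07). *Slc30a2*, a zinc transporter gene, was at 50.1 ± 28.3 and 4.30 ± 2.74 CPM in the first pair (log2 fold change 3.53, standard error 0.35, adjusted p = 9.25e-09) and at 6.51 ± 1.48 and 0.519 ± 0.203 CPM in the second (log2 fold change 3.59, standard error 0.86, adjusted p = 0.00436). *Pax2*, a paired-box factor, had 5.85 ± 2.65 CPM in in vivo AKP against 1 count over the organoid AKP libraries, a ratio of 167 (95% exact counting interval 29.7 to 6650.5). It had a log2 fold change of 3.15 (adjusted p = 0.000109) in #v. *Snrpn* and *Snhg14*, from 1 imprinted locus, had log2 fold changes of 3.72 (adjusted p = 9.02e-11) and 4.05 (adjusted p = 1.13e-12) in in vivo AKP. *Wnt6*, *Prox1* and *Vim* were also among the 8 genes with the largest smaller change. Of 13606 genes 295 were higher in both, where 69.8 would be expected from 1091 and 870 genes taken independently (4.23 times as many, Fisher's exact test, p = 5.96e-117). The test takes genes as independent, which they are not, and both comparisons come from separate libraries. Dividing the in vivo and organoid AKP libraries by letter in place of line gave an overlap of 228 genes. The highest of the other splits drawn gave 250. Because #v and #i differ in letter, the expected 69.8 leaves out what the letter alone can give. Lower in both were 156 genes where 28.2 were expected (Fisher's exact test, p = 1.05e-76), and 20 were higher in in vivo AKP and lower in #v where 36.4 were expected (Fisher's exact test, p = 0.00269). With no minimum fold change 646 genes were higher in both, against 296 expected, and with the letter as a covariate 129 were higher in both by at least 1 log2 unit. With #v and #i each taken relative to organoid AKP of its own letter 243 genes were higher in both, 177 of them among the 295, against 45.9 expected. That version shares its organoid AKP libraries with the in vivo AKP comparison, so part of its overlap can come from the shared libraries. *Pax2* was at 1.60 (adjusted p = 0.902) in it, *Myh10* at 3.00 (adjusted p = 0.0158) and *Slc30a2* at 3.55 (adjusted p = 0.000726), and with the letter as a covariate *Slc30a2* was at 2.42 (adjusted p = 0.0581).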

To identify the potential drivers of growth factor independence among these, we searched for overlaps between AKP lines with high growth potential in BM (in vivo AKP, mini-colon AKP #v). We found that the latter overexpressed a collection of genes that is involved in the activation of MAPK cascades, including receptor tyrosine kinases (RTKs), G-protein-coupled receptors and soluble factors (Extended Data Fig. 5a). 

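The genes behind Extended Data Fig. 5a were not available as a list, so the shared genes were counted in lists fixed before the data were examined. Among the 295 shared genes, 3 of 32 receptor tyrosine kinases were found, *Kit*, *Fgfr2* and *Ror2*, where 0.694 were expected (Fisher's exact test over 4 lists, adjusted p = 0.063). In line #v, *Ror2* was at 19.6 ± 1.44 CPM and in #i at 4.38 ± 2.03 CPM (SD, n = 3 each, log2 fold change 2.13, standard error 0.33, adjusted p = 3.04e-05), and *Fgfr2*, a receptor of fibroblast growth factors, at 3.66 ± 1.14 and 0.519 ± 0.202 CPM (log2 fold change 2.79, standard error 0.63, adjusted p = 0.00191). *Kit* had 1.27 ± 0.144 CPM in #v and none of its counts were found in #i. It was 4.27-fold above a floor of 3 counts over the group (adjusted p = 0.00839). In in vivo AKP, *Fgfr2* was at 1.25 ± 0.724 CPM against 0.551 ± 0.609 CPM in organoid AKP (SD, n = 6 each, log2 fold change 1.49, standard error 0.51, adjusted p = 0.0213), -0.13 (adjusted p = 0.899) within letter E and 3.64 (adjusted p = 1.77e-05) within letter F. That call was lost without organoid AKP replicate 4 (1.30, adjusted p = 0.0577), 5 (1.22, adjusted p = 0.0742) or 6 (1.18, adjusted p = 0.0673), or in vivo AKP replicate 6 (1.19, adjusted p = 0.0849), and with a replicate block (1.40, adjusted p = 0.166). In control organoids *Fgfr2* was at 62.1 ± 10.7 CPM. Over the whole list 10 receptor tyrosine kinases were higher and 1, *Met*, was lower in #v than in #i (set test, adjusted p = 0.00113, and adjusted p = 0.121 with an estimated correlation). *Erbb3*, a partner of epidermal growth factor receptors, was at 1.26 (adjusted p = 0.000659) and *Met* at -0.93 (adjusted p = 3.79e-05) on the log2 scale.

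G-protein-coupled receptors contributed 5 of 30, *Adora1*, *Adra2a*, *Ffar2*, *Glp1r* and *Gper1*, where 0.650 were expected (Fisher's exact test, adjusted p = 0.00169). All 5 were at low levels. No Reactome set passed among the 289 shared genes with an Entrez number. GPCR ligand binding held 7 of them among its 85 (Fisher's exact test, adjusted p = 0.279). The short-chain fatty acid receptor gene *Ffar2* was at 1.31 ± 0.210 CPM in #v with 1 count over the #i libraries, a ratio of 13.3 (95% exact counting interval 2.18 to 548), and at 7.04 ± 3.97 and 0.681 ± 0.640 CPM in in vivo and organoid AKP (log2 fold change 3.63, standard error 0.53, adjusted p = 1.19e-06). *Glp1r* was at 2.67 ± 1.41 CPM in #v, 9.78-fold above a floor of 3 counts over the #i libraries. The adenosine receptor gene *Adora1* was 3.38-fold and the oestrogen receptor gene *Gper1* 3.20-fold above that floor, each with no count in #i. The counts of #v (55, 19 and 18) are taken as exact, so these folds are not lower limits. In in vivo AKP, *Gper1* was 22.1-fold above a floor of 3 counts over organoid AKP, which had no count. There *Adora1* had a log2 fold change of 4.51 (adjusted p = 2.85e-07). The adrenergic receptor gene *Adra2a* was at 1.40 (adjusted p = 0.0119) in in vivo AKP and 1.82 (adjusted p = 0.0359) in #v on the log2 scale, and within letter E of in vivo AKP at 0.84 (adjusted p = 0.336). With the letter as a covariate *Adra2a*, *Ffar2* and *Gper1* were not called in #v (adjusted p = 0.26, adjusted p = 0.225 and adjusted p = 0.164). Under that covariate the overlap held 1 G-protein-coupled receptor in place of 5. Without a filter *Adra2a* and *Ffar2* were not called. By limma-voom *Ffar2* was not called in #v, and calls of *Adra2a* and *Ffar2* in #v were lost without #i replicate 2 or 3, or #v replicate 1 or 3. Those of *Ffar2* were lost also without #i replicate 1 or #v replicate 2, and that of *Gper1* without any 1 library but #v replicate 3. Over the list 11 were higher and 4 lower in #v (14 and 4 adjusted over the list alone; set test, adjusted p = 0.0549), the fatty acid receptor gene *Ffar4* being at 2.11 (adjusted p = 0.001) and the neurokinin receptor gene *Tacr3* at -2.40 (adjusted p = 0.0055).

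Of 44 ligands of receptor tyrosine kinases 1, *Fgf9*, was shared, where 0.954 were expected (Fisher's exact test, adjusted p = 0.826). *Fgf9* was at 4.82 ± 1.71 CPM in #v and had 2 counts over the #i libraries, a ratio of 21.6 (95% exact counting interval 5.79 to 181), and in in vivo AKP it had a log2 fold change of 1.81 (adjusted p = 0.000229). Over the list 7 ligands were higher and 7 lower in #v (9 and 7 adjusted over the list alone; set test, adjusted p = 0.495), with *Pdgfa* at 1.03 (adjusted p = 0.00137) and *Ereg* at -1.39 (adjusted p = 3.79e-05). *Kitl*, encoding the KIT ligand, did not pass the test in either comparison (0.30 (adjusted p = 0.163) and 0.14 (adjusted p = 0.699) on the log2 scale). In in vivo AKP it was at -0.42 (adjusted p = 5.59e-05) within letter E and 0.77 (adjusted p = 1.16e-12) within letter F. *Fgfr1*, *Fgf2* and *Igf1* were below the filter, and *Fgfr4* was at 2.25 ± 0.238 and 0.714 ± 0.732 CPM (1.63 (adjusted p = 0.0953), and 2.03 (adjusted p = 0.0362) by limma-voom). Taken relative to organoid AKP of the same letter, 1 receptor tyrosine kinase (*Fgfr2*), 2 G-protein-coupled receptors (*Ffar2* and *Glp1r*, adjusted p = 0.399) and 1 ligand (*Fgf9*) were shared. There *Pdgfa* was at 0.28 (adjusted p = 0.222), *Kit* had adjusted p = 0.0761, *Ror2* was at 1.05 (adjusted p = 0.0873), *Erbb3* at 0.45 (adjusted p = 0.113) and *Adra2a* at 2.04 (adjusted p = 0.148), and *Adora1* and *Gper1* had adjusted p = 0.29 and adjusted p = 1.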

We therefore theorized that these cells were engaging a surplus of MAPK signalling that gave them a greater fitness under growth-factor-poor conditions. 

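Of the transcripts that report MAPK output, *Fosl1* and *Dusp5* were lower in #v. *Fosl1*, an AP-1 subunit gene induced by ERK signalling, was at 29.7 ± 3.66 CPM in #v and 100.4 ± 5.28 CPM in #i (SD, n = 3 each, log2 fold change -1.75, standard error 0.28, adjusted p = 5.33e-05), and the phosphatase gene *Dusp5*, a feedback inhibitor of ERK, at 39.3 ± 2.69 and 81.9 ± 11.6 CPM (log2 fold change -1.06, standard error 0.26, adjusted p = 0.00445). The ERK-induced transcription factor genes *Etv4* and *Etv5* were at -0.27 (adjusted p = 0.273) and 0.31 (adjusted p = 0.294) on the log2 scale, and with a replicate block at -0.28 (adjusted p = 0.0314) and 0.31 (adjusted p = 0.0318). Of 18 genes of MAPK output 2 were lower in #v and none higher by edgeR, 1 being higher at an unadjusted p under 0.05 and 0 by limma-voom or DESeq2 (set test, adjusted p = 0.363). Taken relative to organoid AKP of the same letter 6 were lower, *Fosl1* at -1.11 (adjusted p = 1.17e-06) and *Dusp5* at -0.83 (adjusted p = 0.000364), and with the letter as a covariate *Dusp5* was at -0.67 (adjusted p = 0.13). None of the 18 was among the 295 genes higher in both in vivo AKP and #v by edgeR, at unadjusted p under 0.05, by limma-voom or by DESeq2. Of 32 cell cycle genes 2 were higher, *Plk1* and *Bub1b*, and 3 lower, *Rrm2*, *E2f1* and *Tyms*, in #v (2 and 2 adjusted over the list alone; set test, adjusted p = 0.635). The mitotic kinase gene *Plk1* was at 322 ± 10.4 and 225 ± 31.0 CPM (log2 fold change 0.52, standard error 0.17, adjusted p = 0.0221). *Rrm2*, a subunit of ribonucleotide reductase, was at 125 ± 19.3 and 217 ± 23.2 CPM (log2 fold change -0.80, standard error 0.25, adjusted p = 0.0221). Leaving out #i replicate 2 or 3 or #v replicate 2 ended both calls, as did leaving out #v replicate 3 for *Plk1* and #v replicate 1 or the letter as a covariate (-0.31, adjusted p = 0.499) for *Rrm2*. *Mki67* had a log2 fold change of -0.10 (adjusted p = 0.742). In the version relative to organoid AKP of the same letter 4 cell cycle genes were higher and *Rrm2* was at 0.22 (adjusted p = 0.509). From the shared receptors and soluble factors that activate MAPK cascades, the paper proposes that the lines with high growth in basal medium engage a surplus of MAPK signalling that makes them fitter where growth factors are scarce, and tests this with inhibitors and added ligands.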

To validate this idea, we tested their response to a panel of inhibitors, which confirmed that the growth of AKP lines in BM heavily relied on signals from RTKs (Extended Data Fig. 5b,c; regorafenib), including KIT (Extended Data Fig. 5b,c; ripretinib) and FGF receptors (Extended Data Fig. 5b,c; infigratinib). Corroborating this, the ligands for these RTKs (SCF, FGF2) and others involved in colonocyte clonogenicity (IGF1)^21^ could enhance the growth of the AKP lines with poor proliferation potential in BM (Extended Data Fig. 5d,e). Importantly, all of these dependencies were either reduced or not detectable in conventional CRC organoid medium (BMGF) (Extended Data Figs. 4e and 5b,c). Taken together, these data indicate that the mini-colon is a plastic system in which context-dependent factors can drive different functional features in CRC cells, including the engagement of ancillary RTK signals that boost their growth potential in challenging environments.

## Intra- and intertumour heterogeneity

We hypothesized that the diversity observed in tumour morphology and growth potential reflected clonally distinct tumour types being initiated in the mini-colon. To validate this idea, we performed single-cell transcriptomic profiling of tumour-bearing mini-colons incorporating a genetic cell barcoding system^22^ to preserve clonal information (Fig. 3a). On the basis of bona fide transcriptional markers, mini-colons comprised eight major cell types that were segregated into undifferentiated, absorptive and secretory lineages (Fig. 3b). Undifferentiated (*Krt20*^−^) cells included stem (*Lgr*5^+^), actively proliferating (*Mki67*^+^) and progenitor (*Sox9*^+^*Cd44*^+^) cells (Fig. 3b,c and Extended Data Fig. 6a). Mature (*Krt20*^+^) absorptive colonocytes constituted the largest fraction of the mini-colon, and included bottom, middle and top colonocytes based on zonation markers^23^ (such as *Aldob*, *Iqgap2* and *Clca4a*) (Fig. 3b,c and Extended Data Fig. 6a). Mucus-producing goblet cells (*Muc2*^+^) and hormone-releasing enteroendocrine cells (*Neurod1*^+^) constituted the secretory compartment (Fig. 3b,c and Extended Data Fig. 6a). Collectively, this diverse in vivo-like cell composition indicates that mini-colons provide a physiologically relevant context for conducting oncogenesis studies.

**Fig. 3:**
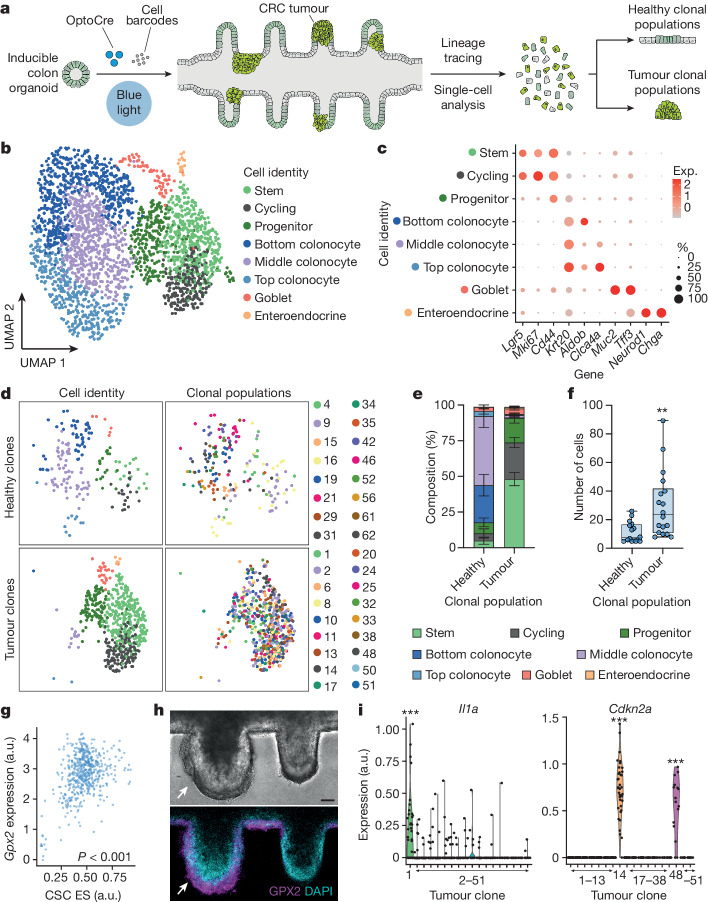
Mini-colons support intratumour and intertumour heterogeneity. **a**, Schematic of the experimental workflow followed for single-cell and lineage-tracing analysis of mini-colons. **b**, Unsupervised uniform manifold approximation and projection (UMAP) clustering of the main cell types in mini-colons 7 days after tumorigenic induction. **c**, The expression (Exp.) of representative cell-type-specific markers in the different cell populations comprising mini-colons. **d**, Unsupervised clustering (UMAP) of healthy (top) and tumour (bottom) clonal populations in mini-colons. The cell type (left; colour coded as in **b**) and clonal identity (right) are indicated. **e**, The relative cell type abundance in healthy and tumour mini-colon clonal populations. Data are mean ± s.e.m. *n* = 16 and 18 for healthy and tumour clones, respectively. **f**, Healthy and tumour mini-colon clonal population sizes. Statistical analysis was performed using two-tailed Mann–Whitney *U*-tests; **P = 0.0011. *n* = 16 and 18 for healthy and tumour clones, respectively. The box plots show the median (centre lines), the first and third quartiles (box limits) and the minimum and maximum values (whiskers). Each point represents one clonal population. **g**, The correlation between *Gpx2* expression and cancer stem cell transcriptional signature enrichment (*Cd44*, *Lgr5*, *Sox9*). Statistical analysis was performed using two-sided Pearson correlation tests; *P* < 0.0001. *n* = 540 cells. Each point represents one cell. CSC, cancer stem cell; ES, enrichment score. **h**, Bright-field and immunofluorescence images showing the abundance of GPX2 (magenta) and nuclei (cyan) in healthy (right) and tumour (left, indicated by arrows) crypts in a mini-colon. Scale bar, 35 μm. **i**, Expression of the indicated genes in the indicated tumour clones. Statistical analysis was performed using two-sided Wilcoxon rank-sum tests; ***P = 1.77 × 10^−17^ (*Il1a*, clone 1), 1.00 × 10^−78^ (*Cdkn2a*, clone 14), 3.67 × 10^−22^ (*Cdkn2a*, clone 48). *n* = 540 cells. Each point represents one cell. Source Data

To determine the clonal identities across the mini-colon, we compared the genetic barcodes among cells and detected 83 clonal populations. We then discarded small (<5 cells) clones and identified cells containing reads corresponding to the mutated versions of *Apc* and *Trp53* (Extended Data Fig. 6b,c). These bona fide tumour cells distinguished tumour clonal populations (18 classified) from healthy counterparts (16 classified) (Methods and Extended Data Fig. 6d). On average, healthy clonal populations consisted of around 18% undifferentiated cells, which gave rise to the remaining approximately 82% of absorptive colonocytes and secretory cells (Fig. 3d,e). Conversely, mini-colon tumours were mostly formed by undifferentiated cells (~92%), with sparsely present colonocytes and secretory cells (Fig. 3d,e). Tumour cells also formed larger clonal populations compared with their healthy counterparts (Fig. 3f). These cell proportions are well aligned with the ones commonly observed in vivo^24,25^.

Analyses of the internal structure of single clonal tumours showed that they comprised a non-homogeneous collection of cells with diverse proliferation, stemness and differentiation markers (Extended Data Fig. 7a). Such intratumour heterogeneity reflects the complexity of mini-colon tumours, consistent with our immunostaining data (Fig. 1d). To investigate the mechanisms orchestrating cancer stemness and tumour development, we analysed the transcriptional differences between differentiated (*Krt20*^+^*Apoc2*^+^*Fabp2*^+^) and stem (*Lgr5*^+^*Cd44*^+^*Sox9*^+^) cancer cells within tumours. We found that *Gpx2*, a glutathione peroxidase recently linked to CRC malignant transformation^24^, strongly correlated with the stemness potential of mini-colon cancer cells (Fig. 3g). Consistent with this, we observed that GPX2 protein was particularly enriched in the basal cells of mini-colon tumours (Fig. 3h).

To examine whether mini-colons could produce different types of tumours, we next compared the transcriptional profiles of the different tumour clones. Even though all tumour-initiating cells carried the same founding AKP mutations and shared many molecular features, we found clear diversity across mini-colon tumours (Extended Data Fig. 7b). For example, the expression of the interleukin *Il1a* and leukocyte peptidase inhibitor *Slpi* revealed the presence of tumours with an inflammatory-like profile (Fig. 3i and Extended Data Fig. 7b,c). *Cdkn2a* (encoding tumour suppressors p14 and p16) and *Prdm16* were exclusively expressed by tumours seemingly insensitive to these cell cycle arrest genes given their *Ki67*^*+*^ nature (Fig. 3i and Extended Data Figs. 6a and 7b,c). *Aqp5*, an aquaporin inductor of gastric and colon carcinogenesis^26^, marked specific tumours able to produce the oncogenesis-promoting fibroblast growth factor FGF13 (Extended Data Fig. 7b,c). Together with other markers (Extended Data Fig. 7b) and corroborations at the protein level (Extended Data Fig. 7d), these data indicate that a variety of tumour subtypes can be generated in the mini-colon, arguably due to tumour-niche-intrinsic and/or environmental factors. This probably accounts for the observed differences among mini-colon AKP cell lines (Fig. 2g and Extended Data Fig. 4h). 

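The 5 mini-colon AKP lines differed in several genes that the paper names from its single-cell data, as markers of tumour clones or of cell types. *Cdkn2a*, encoding cell cycle inhibitors, was at 299 ± 38.9 CPM in #i, 290.1 ± 20.3 in #ii, 16.4 ± 3.57 in #iii, 132 ± 4.87 in #iv and 61.7 ± 4.10 in #v (SD, n = 3 libraries each). *Gpx2*, an antioxidant peroxidase gene that the paper ties to stemness within tumours, was at 205 ± 7.20, 328 ± 22.6, 265 ± 6.91, 337 ± 11.9 and 594 ± 70.5 CPM in the same order. The aquaporin gene *Aqp5* was at 30.0 ± 0.381, 17.2 ± 2.48, 18.4 ± 4.68, 7.98 ± 1.08 and 13.2 ± 3.06 CPM. The leukocyte peptidase inhibitor gene *Slpi* was at 22.0 ± 3.92 CPM in #i and 6.99 ± 0.276 CPM in #v. Between #v and #i, *Gpx2* had a log2 fold change of 1.54 (standard error 0.20, adjusted p = 2.02e-06), *Cdkn2a* one of -2.28 (adjusted p = 6.85e-16), *Slpi* one of -1.66 (adjusted p = 6.85e-05), *Aqp5* one of -1.16 (adjusted p = 0.000292) and the growth factor gene *Fgf13* one of -1.08 (adjusted p = 0.00348), which was -0.80 (adjusted p = 0.059) with the letter as a covariate. Of 19 such genes measured 3 were higher in #v, *Gpx2* and *Lgr5* of cancer stem cells and *Krt20* of differentiated cells, and 4 were lower, the clone markers *Cdkn2a*, *Slpi*, *Aqp5* and *Fgf13* (set test, adjusted p = 0.0666), a list the paper drew from other cells of the same system. *Prdm16* was at 5.83 ± 0.945 and 9.65 ± 1.03 CPM (-0.73 (adjusted p = 0.109), and -0.73 (adjusted p = 0.0137) with a replicate block), and *Il1a*, encoding an interleukin, at 0.0517 ± 0.0895 and 0.908 ± 0.480 CPM. Relative to organoid AKP of the same letter, *Gpx2* was at 1.73 (adjusted p = 9.14e-17), *Cdkn2a* at -2.10 (adjusted p = 2.58e-20) and *Aqp5* at -0.72 (adjusted p = 0.0211). Over all genes 6349 of 13606 (46.7%) differed among the 5 lines in an F test of edgeR, and 4023 with the letter as a covariate. Among lines #i, #ii and #iii, which share letter E, 1530 genes (11.2%) differed, and between #v and #iv, which share letter F, 429 (3.15%) did, 200 being higher and 229 lower in #v. Each line is a single culture line, so differences between lines cannot be divided into those between tumours and those that arose in culture, and over all 5 lines they include those between letters.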

Importantly, we found that this diversity was relatable to the human context. For example, mini-colons generated tumours with transcriptional profiles representing both iCMS2- and iCMS3-like subtypes^27^ (Extended Data Fig. 8a,b) that were associated with a wide range of aggressiveness profiles (Extended Data Fig. 8c) and correlated with different extents of lymph node colonization (Extended Data Fig. 8d,e) when cross-compared with transcriptomic data from the TCGA collection of patients with CRC. Collectively, these findings demonstrate that the mini-colon is a complex cellular ecosystem that recreates both healthy and cancer cell diversity.

## Screening of tumorigenic factors

The longevity, experimental flexibility and tumour formation dynamics of mini-colons provides an unparalleled in vitro set-up for conducting tumorigenesis assays. We therefore next used mini-colons as screening tools for identifying molecules with a prominent role in tumour development. As our single-cell RNA-seq (scRNA-seq) analyses revealed *Gpx2* overexpression in cancer stem cells (Fig. 3g,h), we probed its functional relevance by adding the glutathione peroxidase inhibitor tiopronin^28^ to the basal medium reservoirs of mini-colons right after blue-light-induced AKP mutagenesis (Fig. 4a). Basal application of the drug provides ubiquitous exposure on the mini-colon basolateral domain, mimicking a systemic therapy model (Fig. 4a). By the time control mini-colons developed full-blown tumours, tiopronin-treated counterparts were largely tumour-free with a healthy colonic epithelium (Fig. 4b and Extended Data Fig. 9a). This was not due to the mere reduction in proliferative activity, as tiopronin had a minor impact on organoid growth (Extended Data Fig. 9b,c). As tiopronin targets several glutathione peroxidases, we corroborated the specific implication of GPX2 in tumour initiation by knocking down its transcript (Extended Data Fig. 9d). These knockdown cells showed no detectable defects in terms of organoid morphology or proliferation in unchallenged conditions (Extended Data Fig. 9e,f). However, after blue-light-mediated oncogenic recombination, GPX2-deficient mini-colons developed tumours with reduced kinetics and multiplicity (Fig. 4c and Extended Data Fig. 9g), recapitulating the results obtained with tiopronin (Fig. 4b and Extended Data Fig. 9a). Importantly, mini-colons were instrumental for these findings, as conventional organoid cultures cannot reveal differences in tumour-forming abilities (Extended Data Fig. 9b,h).

**Fig. 4:**
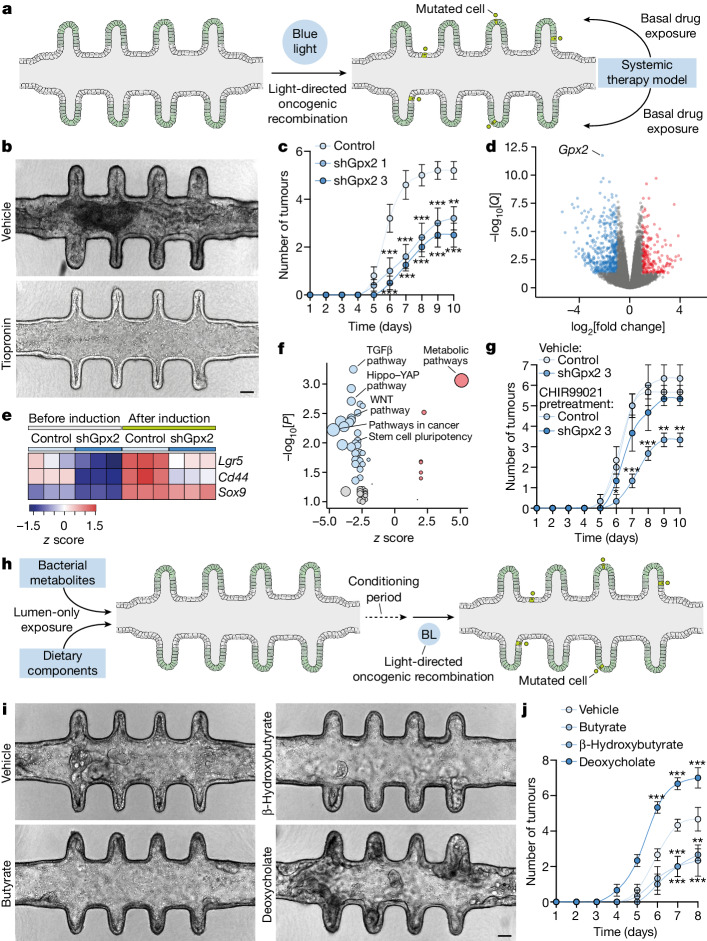
Mini-colons allow physiologically relevant screening of tumorigenic factors. **a**, The experimental workflow for systemic therapy modelling. **b**, Bright-field images of mini-colons treated with vehicle or tiopronin after tumorigenic recombination. Images correspond to 6 days after induction. Scale bar, 75 μm. **c**, The multiplicity of tumours emerged in mini-colons of the indicated genotype after oncogenic induction. Statistical analysis was performed using two-way ANOVA with Sidak’s multiple-comparison test; **P = 0.0034, ***P = 0.0007 (days 6 and 9, sh*Gpx2* 1), ***P < 0.0001 (all other conditions). *n* = 5, 5 and 4 mini-colons for control, shGpx2 1 and shGpx2 3, respectively. **d**, Differentially expressed genes after *Gpx2* knockdown in light-induced AKP tumour cells. **e**, Expression of the indicated genes in colonocytes of the indicated genotypes before and after oncogenic recombination. The colour scale shows the *z* score. **f**, The main enriched functional terms after *Gpx2* knockdown in light-induced AKP tumour cells. Significant terms are highlighted in blue or red, as determined using one-sided Fisher’s exact tests, with gene expression adjusted *P*-values (Benjamini-Hochberg correction). **g**, The multiplicity of tumours emerged in mini-colons of the indicated genotype under the indicated pretreatment (2 days before oncogenic induction). Statistical analysis was performed using two-way ANOVA with Sidak’s multiple-comparison test; *P = 0.0274, **P = 0.0033 (days 9 and 10), ***P < 0.0001 (days 7 and 8). *n* = 3 mini-colons for each condition. **h**, The experimental workflow for microbiota and dietary pattern modelling. BL, blue light. **i**, Bright-field images of mini-colons treated with the indicated metabolites. Images correspond to 7 days after tumorigenic induction. Scale bar, 75 μm. **j**, The multiplicity of tumours emerged in mini-colons treated with the indicated metabolites. Statistical analysis was performed using two-way ANOVA with Sidak’s multiple-comparison test; **P = 0.0080, ***P = 0.0008 (days 7 and 8), ***P < 0.0001 (day 6). *n* = 3 mini-colons for each condition. For **c**, **g** and **j**, data are mean ± s.e.m. Source Data

To gain molecular insights into the mechanism engaged by GPX2, we performed RNA-seq analysis of *Gpx2*-knockdown cells both before and after oncogenic recombination. These analyses revealed that GPX2 deficiency remodels the colonocyte transcriptome in both healthy (Extended Data Fig. 9i) and tumorigenic (Fig. 4d) conditions (Supplementary Tables 1 and 2). This included the downmodulation of canonical markers associated with both healthy and cancer cell stemness, such as *Lgr5* and *Cd44* (Fig. 4e). By contrast, markers of proliferative progenitor cells, such as *Sox9*, remained unchanged (Fig. 4e). Consistent with this, *Gpx2* abrogation led to the repression of transcriptional programs implicated in stem cell pluripotency, including the WNT, Hippo–YAP and TGFβ pathways, as well as epithelial–mesenchymal transition and other processes involved in cancer cell fitness (Fig. 4f and Extended Data Fig. 9j,k). Conversely, transcriptional programs associated with proliferation were not affected, consistent with our observations in cell culture (Extended Data Fig. 9e,f,k). These findings indicate that the inhibition of GPX2 downmodulates colonocyte stemness, which probably accounts for the reduced tumorigenic potential observed in the mini-colon after oncogenic recombination. Supporting this, we found that non-transformed GPX2-deficient cells displayed reduced clonogenic capacity in medium deprived of exogenous WNT signals (Extended Data Fig. 9l,m). Furthermore, the enhancement of WNT signalling through pretreatment of mini-colons with CHIR99021 for 2 days before oncogenic induction rescued the tumorigenic potential of *Gpx2-*knockdown cells (Fig. 4g and Extended Data Fig. 9n). Collectively, these data uncover GPX2 as a key regulator of colon stemness and tumorigenesis, shedding light on lingering questions spurred by the recent discovery of its association with the malignant progression of human CRC^24^.

Besides cell-intrinsic factors, colon tumorigenesis in vivo is heavily modulated by a myriad of environmental molecules that continuously contact the luminal side of colonocytes, such as the metabolites produced by colon-residing microbiota^29^. The impact of these molecules cannot be faithfully evaluated in conventional organoid cultures, as their lumen is not accessible. As mini-colons address this limitation, we also investigated whether they could model the role of bacterial metabolites of which the tumorigenic function has been corroborated in vivo. To that end, we administered specific metabolites exclusively in the luminal side of healthy mini-colons and, after a conditioning period of 2 days, induced oncogenic recombination (Fig. 4h). When luminally exposed to deoxycholic acid, a tumour-promoting metabolite^29–31^, mini-colons developed tumours with fast kinetics and high multiplicity (Fig. 4i,j). Conversely, both tumour-suppressive butyrate^29,32^ and β-hydroxybutyrate^33^ slowed tumour development and reduced multiplicity (Fig. 4i,j). These results demonstrate that mini-colons faithfully recapitulate the in vivo pathophysiological responses to bacterial metabolites, whereas conventional organoid cultures do not provide informative data on their tumorigenic relevance (Extended Data Fig. 10a).

Dietary components also constitute a relevant source of luminal factors conditioning colon tumorigenesis^34^. We therefore performed analogous experiments modelling diets with different caloric contents (Fig. 4h and Extended Data Fig. 10b). These revealed that calorie restriction in the luminal space effectively reduced tumour burden when compared to calorie-enriched medium (Extended Data Fig. 10c,d), consistent with in vivo evidence^35^. To show the relevance of luminal accessibility, we placed the same amount of dietary medium in the basal medium reservoirs instead of the luminal space (Extended Data Fig. 10b). Here, no differences were observed between the two dietary patterns (Extended Data Fig. 10e,f), therefore indicating that an accessible lumen—a forbidden feature in conventional organoids—is decisive for the physiologically relevant modelling of colon biology. Collectively, these findings demonstrate that the mini-colon is a versatile tool that enables faithful in vitro recapitulation of CRC tumorigenesis and its environmental determinants.

## Discussion

Here we show that the mini-colon model shifts the paradigm of cancer initiation research, allowing ex vivo tumorigenesis with unparalleled pathophysiological intricacy. Coupled with spatiotemporal control of oncogenesis, real-time single-cell resolution and broad experimental flexibility, this system opens new perspectives for in vitro screening of cellular and molecular determinants of cancer development. Supporting this, mini-colons faithfully reflect in vivo-like responses to microbiota-derived metabolites and dietary patterns. Likewise, our model can help in the discovery and validation of genetic targets and tumour-suppressive drugs, as illustrated by the finding that glutathione peroxidase inhibition abrogates CRC tumour development. This constitutes a major advance over conventional 3D culture systems like organoids and Transwell models, which can recapitulate isolated aspects of colon biology such as histopathological features^36^ or apical accessibility^37^, respectively, but lack the all-round topobiological complexity required to allow tumour formation ex vivo. Although such complexity demands bioengineering expertise to generate mini-colons, we have provided a detailed protocol that makes this system widely adoptable across laboratories that are already familiar with conventional organoid cultures (Protocol Exchange^38^; see Methods).

As for most genetic models of CRC, our system is based on the simultaneous acquisition of several mutations, which does not fully recapitulate the sequential tumorigenic process that occurs in vivo^39^. We therefore acknowledge that adopting a stepwise mutational system will enhance the relevance of the mini-colon as a cancer initiation model. We are also aware that spatial transcriptomics approaches will improve our understanding of tumour heterogeneity in the mini-colon. In the same lines, we envision the incorporation of additional regulatory layers in our OptoCre system, such as the fusion with the oestrogen receptor ligand-binding domain for subcellular localization control^40^, as a promising way to achieve finer spatiotemporal regulation of recombination.

Although mini-colons cannot be considered to be a general replacement for animals in all contexts of cancer research, they offer the possibility to reduce animal use in a wide range of experimental applications. Importantly, the pathophysiological relevance of the mini-colon can be readily enhanced by including stromal cells in the surrounding biomimetic extracellular matrix, which condition both tumour dynamics and invasiveness (Extended Data Fig. 10g–k). Current lines of work that will be made available in ensuing publications have also proved that this model can be applied to patient-derived colorectal cancer specimens. Lastly, we anticipate that, by adapting its biomechanical properties, topology and culture conditions, it will be possible to expand the system to other prominent epithelial cancer types, such as lung, breast or prostate, bringing an important experimental resource to multiple fields.

## Methods

### Mice

*Apc*^*fl/fl*^ mice (a gift from T. Petrova) were crossed to *Cdx2-cre*^*ERT2*^ mice (The Jackson Laboratory). *Apc*^*fl/fl*^*Cdx2-cre*^ERT2^ mice (termed A) were then crossed with *Kras*^*LSL-G12D/+*^*Trp53*^*fl/fl*^ mice (a gift from E. Meylan) to generate *Apc*^*fl/fl*^*Kras*^*LSL-G12D/+*^*Trp53*^*fl/fl*^*Cdx2-cre*^ERT2^ mice (termed AKP). AKP mice were then back-crossed with C57BL6/J (The Jackson Laboratory) to generate *Apc*^*fl/fl*^*Kras*^*LSL-G12D/+*^*Cdx2-cre*^*ERT2*^ mice (termed AK).

To induce tumorigenesis in vivo, Cre^ERT2^ recombinase was activated at the age of 8–10 weeks by a single intraperitoneal injection of 18 mg kg^–1^ tamoxifen (Sigma-Aldrich, T5648) in sunflower oil. Tumours were allowed to develop for 6 weeks. Mice were then sacrificed for tissue and cell isolation. See also below the specific section for transplantation of organoids in immunocompromised mice.

All animal work was conducted in accordance with Swiss national guidelines, reviewed and approved by the Service Veterinaire Cantonal of Etat de Vaud (VD3035.1 and VD3823). These regulations established 800 mm^3^ as the maximal subcutaneous tumour volume allowed, which was not exceeded in any of the experiments. In experiments in which tumorigenesis was induced in vivo, the locomotion, appearance, body condition and intestinal function of the mice were monitored twice weekly and assigned numerical scores to allow quantitative decision making in case humane end points were necessary before the predefined end point of the experiment (6 weeks). All of the mice in this study reached the predefined end point. Mice were kept in the animal facility under EPFL animal care regulations. They were housed in individual cages at 23 ± 1 °C and 55 ± 10% humidity under a 12 h–12 h light–dark cycle. All of the animals were supplied with food and water ad libitum.

### OptoCre module plasmid generation

The OptoCre module was designed by integrating the following constructs: (1) FUW-M2rtTA, which constitutively expresses the reverse tetracycline transactivator (rtTA); (2) FUW-tetO-GAVPO, which expresses the light-switchable trans-activator GAVPO after rtTA binding in the presence of doxycycline; and (3) FUW-OptoCre, which expresses Cre recombinase after GAVPO binding in the presence of blue light (Extended Data Fig. 1a). FUW-M2rtTA was purchased from Addgene (20342). Vectors containing GAVPO and the GAVPO-binding promoter (UASG)_5_-P_min_, developed previously^41^, were a gift from M. Thomson^42^. For FUW-tetO-GAVPO generation, GAVPO was subcloned into the doxycycline-responsive FUW-TetO backbone (Wernig Lab, Stanford) using the EcoRI and NheI restriction sites (Extended Data Fig. 1a). For FUW-OptoCre generation, (UASG)_5_-P_min_ was inserted into the FUW-TetO backbone from which the TetO promoter had been removed (Wernig Lab, Stanford) using the BstBI and BamHI restriction sites. We then introduced the Cre recombinase (Addgene, 25997) downstream of (UASG)_5_-P_min_ using the Pac1 restriction sites (Extended Data Fig. 1a).

### Isolation of colon cells

Healthy colon or tumour pieces were finely chopped using a scalpel and transferred to a gentle-MACS C-tube (Miltenyi, 130-093-237) containing 4 ml of digestion medium (RPMI (Thermo Fisher Scientific, 22400089), 1 mg ml^–1^ collagenase type IV (Life Technologies, 9001-12-1), 0.5 mg ml^–1^ dispase II (Life Technologies, 17105041) and 10 μg ml^–1^ DNase I (Applichem, A3778)). Tissues were then digested using the 37C_m_TDK_1 program on the gentle-MACS Octo Dissociator with heaters (Miltenyi). After the program was complete, the cell suspension was passed through a 70-μm strainer (Corning, 431751) and centrifugated at 400*g* for 5 min.

### Organoid and stromal cell culture

To establish organoids, colon cells were embedded in growth-factor-reduced Matrigel (Corning, 356231) (~2 × 10^4^ cells per 20 μl dome) and cultured in Advanced DMEM/F-12 (Thermo Fisher Scientific, 12634028) supplemented with 1× GlutaMax (Thermo Fisher Scientific, 35050038), 10 mM HEPES (Thermo Fisher Scientific, 15630056), 100 μg ml^−1^ penicillin–streptomycin (Thermo Fisher Scientific, 15140122), 1× B-27 supplement (Thermo Fisher Scientific, 17504001), 1× N2 supplement (Thermo Fisher Scientific, 17502001), 1 mM *N*-acetylcysteine (Sigma-Aldrich, A9165), 50 μg ml^−1^ primocin (InvivoGen, ant-pm-2), 50 ng ml^−1^ EGF (Peprotech, 315-09), 100 ng ml^−1^ noggin (produced at EPFL Protein Production and Structure Core Facility), 500 ng ml^−1^ R-spondin (produced at EPFL Protein Production and Structure Core Facility), 50 ng ml^–1^ WNT3A (Time Bioscience, rmW3aL-010), 10 mM nicotinamide (Calbiochem, 481907) and 2.5 μM Thiazovivin (Stemgen, AMS.04-0017). This full medium is termed ‘WENRNi’. The base version of this medium without EGF, noggin, R-spondin, WNT3A and nicotinamide is referred to as BMGF and was used for the expansion of colon tumour organoids since they do not require the additional growth factors. The base version of BMGF without B-27, N2 and *N*-acetylcysteine is termed BM or basal medium, and was used for growth-factor deprivation experiments. A detailed protocol describing organoid culture can be found elsewhere^9^. Where indicated, organoids were treated with the following compounds or growth factors: regorafenib (8 μM, Selleckchem, S1178), ripretinib (1 μM, Selleckchem, S8757), infigratinib (1 μM, Selleckchem, S2183), SCF (100 ng ml^–1^, PeproTech, 250-03), FGF2 (50 ng ml^–1^, Thermo Fisher Scientific, PMG0035) and IGF1 (100 ng ml^–1^, R&D Systems, 291-G1-200). Stromal cells were derived from cell suspensions from the primary tissue cultured in EGM-2 MV Microvascular Endothelial Cell Growth Medium-2 (Lonza, CC-3202) on conventional cell culture flasks. This medium selection strategy was followed by magnetic-activated cell sorting (MACS) on EPCAM (Miltenyi Biotec, 130-105-958) according to the manufacturer’s instructions to discard epithelial cells. The presence of stromal cells was further confirmed by immunofluorescence analyses of vimentin expression (see below). Cells were tested for mycoplasma before cryopreservation and in randomized routine checks using the MycoAlert PLUS Mycoplasma Detection Kit (Lonza, LT07-705).

### Generation of light-inducible cells

Lentiviral particles carrying the three components of the OptoCre module (see above; Extended Data Fig. 1b) and a Cre recombination reporter were produced at the EPFL Gene Therapy Platform by transfecting HEK293 cells with each plasmid of the OptoCre module and pLV-CMV-LoxP-DsRed-LoxP-eGFP (Addgene, 65726) plasmids. Lentivirus-containing supernatants were collected and concentrated by centrifugation (1,500*g* for 1 h at 4 °C). Lentiviral titration was performed using the p24-antigen ELISA (ZeptoMetrix, 0801111). For transduction, colon organoids (around 2 × 10^5^ cells) were dissociated into single cells by incubating in TrypLE Express Enzyme (Thermo Fisher Scientific, 12605028) at 37 °C for 5 min. Cells were then washed with basal medium supplemented with 10% fetal bovine serum (FBS) (Thermo Fisher Scientific, 10500064) and resuspended in WENRNi medium containing 8 μg ml^−1^ polybrene (Sigma-Aldrich, TR-1003-G) and the following amounts of viral particles: ~10 ng of p24 FUW-M2rtTA per ml, ~80 ng of p24 FUW-tetO-GAVPO per ml, ~80 ng of p24 FUW-OptoCre per ml and ~1,000 ng of p24 CMV-LoxP-DsRed-LoxP-eGFP per ml. These cells were plated in a 24-well plate, centrifuged at 600*g* for 60 min at room temperature, and incubated for 6 h at 37 °C. After incubation, the cells were collected, centrifuged, plated in 20 μl Matrigel domes in a 24-well plate and cultured in WENRNi medium. Cells expressing the Cre recombination reporter were selected by supplementing WENRNi medium with 8 μg ml^−1^ puromycin (InvivoGen, ant-pr-1).

### Light-mediated oncogenic recombination

The OptoCre module requires (1) doxycycline to induce rtTA-mediated GAVPO expression and (2) blue light to induce GAVPO-mediated Cre recombinase expression (Extended Data Fig. 1a,b). At the desired time of oncogenic induction, 2 μg ml^−1^ doxycycline hydrochloride (Sigma-Aldrich, D3072) was added to the culture medium of either the organoids or mini-colons. Light induction was then performed using a custom-made LightBox built by Baur SA and the Instant Lab at EPFL. The LightBox consisted of an Acqua A5 System (Acme Systems) that could be remotely parametrized using a custom-made web-based application. Communication between the Acqua A5 System and the microcontroller (PJRC, Teensy 3.2) was done through Blocky programming, which allowed for control of the LED drivers (Sparkfun, PicoDuck). The LEDs (Cree LEDs, XLamp XP-C Blue LEDs) were placed into a custom multilayer 24-well plate holder made of black anodized aluminium and polyphenylsulfone; the height was optimized for homogeneous light distribution within each well. The entire LightBox, plate-holder, LEDs and cables were made to be placed in the incubator (watertight and heat resistant). Diffusive elements (Luminit, Light Shaping Diffuser 80°) were used to render the illumination more homogeneous inside each well. The intensity of the blue light (450–465 nm, peak at 455 nm) was optimized, set to 100 μW cm^−2^ and shined on the cells for 3 h. After blue-light exposure, doxycycline was removed by washing the cultures with fresh medium. In experiments targeting the light to specific regions of the mini-colon, work was carried out in the dark using a near infrared light (Therabulb, NIR-A) to prevent leaky Cre expression. Light-targeting was performed using a photomask that was adapted to the dimensions of the mini-colon and that was created from a photoresist and chrome-coated standard 5 × 5 inch silica plate (Nanofilm) with an automated machine (VPG200 Heidelberg Instrument, 2.0 µm resolution). Once the exposed photoresist was developed, the chrome layer was wet-etched and the remaining photoresist was stripped using a mask processor (Hamatech HMR900)^9^.

### Microdevice design, fabrication and loading

The microfluidic device used for mini-colon cultures was designed using Clewin 3.1 (Phoenix Software) and fabricated as previously described^9^. It was composed of three main compartments: (1) a hydrogel chamber for cell growth in the centre; (2) two basal medium reservoirs flanking the hydrogel compartment; and (3) inlet and outlet channels for luminal perfusion^9^. An extracellular matrix containing 80% (v/v) type I collagen (5 mg ml^−1^, Reprocell, KKN-IAC-50) and 20% (v/v) growth–factor-reduced Matrigel was loaded into the hydrogel compartment. The microchannels constituting the mini-colon architecture within the hydrogel were designed using Adobe Illustrator CC 2019 and Wolfram Mathematica 11.3. They were then read by PALM RoboSoftware 4.6 (Zeiss) and ablated using a nanosecond laser system (1 ns pulses, 100 Hz frequency, 355 nm; PALM Micro-Beam laser microdissection system, Zeiss). The dimensions of the mini-colon architecture were described previously^9^. A detailed description of all the key steps required for the generation and maintenance of mini-guts is available at Protocol Exchange (10.21203/rs.3.pex-903/v1)^38^.

### Mini-colon culture, development and tumorigenesis

Colon organoids were dissociated into single cells by incubating in TrypLE Express Enzyme for 5 min at 37 °C followed by vigorous pipetting. This cell suspension was washed in 5 volumes of Advanced DMEM/F-12 supplemented with 10% FBS and passed through 40 μm cell strainers (Corning, 431750). After centrifugation at 400*g* for 5 min, cells were resuspended in WENRNi medium at around 10^6^ cells per ml. The mini-colon luminal microchannel was filled with 10 μl of this cell suspension. Cells were allowed to settle down in the mini-colon crypt-shaped cavities for 5 min, and the leftover unadhered cells were washed out from the microchannel by medium perfusion. The basal medium reservoirs were filled with 100 μl of WENRNi. Unless otherwise indicated, once the healthy colonic epithelium was fully formed (around 2 days after seeding), the medium in the luminal channel was switched to BM, while WENRNi was kept in the basal medium reservoirs. This gradient of growth factor from basal medium reservoirs to luminal space favours colonocyte differentiation across the crypt–lumen axis. For low-differentiation conditions of the differentiation experiments, WENRNi was kept in both the lumen and basal medium reservoirs. Conversely, high-differentiation mini-colons were cultured in WENRNi medium without WNT3A and nicotinamide (termed ENR). Unless otherwise stated, once the colonic epithelium was fully formed, oncogenic induction in the mini-colons was performed as stated above. Where indicated, tiopronin (5 mM, Selleckchem, S2062) or CHIR99021 (3 μM, StemCell Technologies, 100-1042) was added to the basal medium reservoirs after or before oncogenic induction, respectively. For co-culture experiments, ~500 stromal cells were seeded in each hydrogel before the laser-mediated ablation of the mini-colon pattern. The rest of the culture conditions and procedures remained unchanged. To avoid potential unspecific results derived from the small (but non-zero; Extended Data Fig. 1d,e) leakiness of the optogenetic system, each replication across all studies was performed using independent OptoCre organoid lines freshly generated before each experiment. In all cases, the mini-colons were incubated at 37 °C in 5% CO_2_ humidified air, with daily luminal perfusions and medium changes every other day.

### Mini-colon whole-mount immunofluorescence staining

Mini-colons were rinsed with phosphate-buffered saline (PBS) and fixed in 4% paraformaldehyde (Thermo Fisher Scientific, 15434389) overnight at 4 °C. After rinsing with PBS, the hydrogels were extracted from the PDMS scaffold using a scalpel, placed into a 48-well plate, permeabilized with 0.1% Tween-20 (Sigma-Aldrich, P9416) in PBS (10 min at 4 °C) and blocked in 2 mg ml^−1^ bovine serum albumin (Sigma-Aldrich, A3059) in PBS containing 0.1% Triton X-100 (Sigma-Aldrich, T8787) (blocking buffer) for at least 45 min at 4 °C. The samples were subsequently incubated overnight at 4 °C in blocking buffer with the corresponding following primary antibodies: CD44 (1:200; Abcam, ab157107), FABP1 (1:100; R&D Systems, AF1565), SOX9 (1:200; Abcam, ab185966), GPX2 (1:200; Bioss Antibodies, BS-13396R), IL-1α (1:200; R&D Systems, AF-400-SP), CDKN2A (1:100; Abcam, ab211542), E-cadherin (1:100; Abcam, ab11512) and vimentin (1:200; Abcam, ab92547). After three washes in blocking buffer for a total of 6 h at room temperature, the samples were incubated overnight at 4 °C in blocking buffer with the following corresponding secondary antibodies: Alexa Fluor 488 anti-goat (1:400, Thermo Fisher Scientific, A-11055), Alexa Fluor 488 anti-rat (1:400, Thermo Fisher Scientific, A-21208) and Alexa Fluor 647 anti-rabbit (1:400, Thermo Fisher Scientific, A-31573). After 3 washes in blocking buffer for a total of 6 h at room temperature, the samples were incubated with DAPI (1 μg ml^−1^; Tocris Bioscience, 5748) for 10 min at room temperature in blocking buffer. Before imaging, the hydrogels were mounted onto 35 mm glass bottom dishes (Ibidi, 81218-200) in Fluoromount-G (SouthernBiotech, 0100-01).

### Mini-colon sectioning and histochemistry

Mini-colons were fixed and extracted from the PDMS scaffold as indicated above and were prepared for cryosectioning by incubating in 30% (w/v) sucrose (Sigma-Aldrich, S1888) in PBS until the sample sank. Subsequently, the samples were incubated for 12 h in a mixture of Cryomatrix (Epredia, 6769006) and 30% sucrose (mixing ratio 50/50) followed by a 12 h incubation in pure Cryomatrix. The samples were then embedded in a tissue mould, frozen on dry ice, and cut into 40-µm-thick sections at −20 °C using the CM3050S cryostat (Leica). Haematoxylin and eosin staining was performed at the EPFL Histology Core Facility using the Ventana Discovery Ultra automated slide preparation system (Roche).

### Microscopy and image analysis

Bright-field and fluorescence imaging of living organoids and mini-colons was performed using the Nikon Eclipse Ti2 inverted microscope with ×4/0.13 NA, ×10/0.30 NA and ×40/0.3 NA air objectives and a DS-Qi2 camera (Nikon Corporation). Time lapses were taken in a Nikon Eclipse Ti inverted microscope system equipped with ×4/0.20 NA and ×10/0.30 NA air objectives and DS-Qi2 (Nikon Corporation) and Andor iXon Ultra 888 (Oxford Instruments) cameras. Both systems were controlled using the NIS-Elements AR software (Nikon Corporation). The extended depth of field (EDF) of bright-field images was calculated using a built-in NIS-Elements function. Fluorescence confocal imaging of fixed mini-colons was performed using the Leica SP8 STED 3X inverted microscope system equipped with ×10/0.30 NA air and ×25/0.95 NA water objectives, 405 nm diode and supercontinuum 470–670 nm lasers, and the system was controlled by the Leica LAS-X software (v.3.5.7, Leica microsystems). Histological sections were imaged using a Leica DM5500 upright microscope with ×10/0.30 NA and ×20/0.75 NA air objectives, a ×40/1.0 NA oil objective and a DMC 2900 Color camera, and the system was controlled by the Leica LAS-X software. Image processing was performed using standard contrast- and intensity-level adjustments in ImageJ (NIH). For oncogenic recombination analyses, the GFP-positive area was measured from 16-bit EDF images by subtracting the background, sharpening the images, and applying a signal threshold and a mask. The ratio between GFP-positive area and total organoid area was used for analyses. Recombined cells were segmented using StarDist with the default parameters (https://github.com/stardist) on the GFP channel of mini-colon images. Cell debris was discarded from segmentation analyses by setting an empirically established size threshold. For tumour quantification in the mini-colon, neoplastic structures with at least three times the thickness of the surrounding healthy epithelium were considered to be tumours. Videos of immunostainings were rendered using Imaris (Oxford Instruments).

### Mini-colon shedding evaluation

The medium from the luminal compartments of the mini-colons, together with an additional luminal perfusion of 10 μl of basal medium, was collected every day for 4 days after the blue-light-induced oncogenic recombination. The protein content in these extracts was analysed using conventional Bradford assays (Bio-Rad, 5000006) and used as an indicator of cell shedding.

### Mini-colon cell line derivation

Mini-colon-containing hydrogels were extracted from their microfluidic devices with a scalpel as indicated above and incubated with 0.1% (w/v) collagenase I (Thermo Fisher Scientific, 17100-017) at 37 °C for 10 min. Once the hydrogel was fully digested, the mini-colon was washed with PBS and digested with TrypLE Express Enzyme for 5 min at 37 °C. The resulting cell suspension was washed with Advanced DMEM/F-12 supplemented with 10% FBS, pelleted, embedded in Matrigel and cultured as indicated above for regular colon organoids.

### Transplantation of organoids in immunocompromised mice

Organoid lines were established as indicated above from either in vivo colon tumours (reference AKP) or tumour-bearing mini-colons (mini-colon AKP). These organoids were dissociated into single cells using TrypLE Express Enzyme for 5 min at 37 °C, washed with Advanced DMEM/F-12 supplemented with 10% FBS, pelleted and embedded in Matrigel at 2.5 × 10^6^ cells per ml. A total of 100 μl of this suspension was inoculated by subcutaneous injection into the right flank of NOD.*Cd-Prkdz*^*scid*^*Il2rg*^*tm1Wjl*^*/Szj* (NSG) mice (Jackson laboratories). Tumour growth was monitored using callipers twice per week until the end point at 18 days after inoculation. Length (*L*) and width (*W*) were measured and used to approximate the volume (*V*) of the tumour in mm^3^ using the modified ellipsoid formula: *V* = (*L* × *W*^2^)/2. After euthanasia, tumours were resected from the graft location and measured once more with callipers.

### Graft sectioning and histochemistry

Tumour samples were fixed overnight in 4% paraformaldehyde at 4 °C, dehydrated in graded ethanol baths, cleared with xylene, embedded in paraffin and cut into 4-µm-thick sections using the HM 325 Rotary Microtome (Thermo Fisher Scientific). These sections were mounted onto Superfrost plus slides (Epredia, J1800AMNZ) and allowed to dry for 2 days at room temperature. Haematoxylin and eosin staining was performed at the EPFL Histology Core Facility using the Ventana Discovery Ultra automated slide preparation system (Roche).

### Mutational screening in colon organoids

Genomic DNA was isolated from colon cells using the PureLink Genomic DNA Mini Kit (Thermo Fisher Scientific, K182001) according to the manufacturer’s instructions. Recombination of the LSL (LoxP-Stop-LoxP) cassette controlling *Kras*^*G12D*^ expression was confirmed by PCR using the protocol and oligos described by the Tyler Jacks laboratory (https://jacks-lab.mit.edu/, *Kras*^*G12D*^ Conditional PCR). *Apc* and *Trp53* recombinations were confirmed through exome sequencing performed at BGI Genomics at 100× coverage using DNBSEQ sequencing technology. DNA reads were mapped to the mouse GRCm39 genome assembly using BWA-MEM (v.0.7.17), filtered using samtools (v.1.9) and visualized using IGV (Integrative Genomics Viewer, Broad Institute, v.2.12.3).

### Organoid proliferation assays

Single-cell suspensions of colon cells were generated as indicated above and embedded in 10 μl Matrigel domes at around 10^4^ cells per dome in a 48-well plate. For each of the following 4 days, 220 μM resazurin (Sigma-Aldrich, R7017) was added to the culture medium and incubated for 4 h at 37 °C. Next, the resazurin-containing medium was collected and replaced with regular medium. Organoid proliferation was estimated by measuring the reduction of resazurin to fluorescent resorufin in the medium each day using the Tecan Infinite F500 microplate reader (Tecan) with 560 nm excitation and 590 nm emission filters. In the case of colony-formation assays, seeding was performed at around 10^3^ cells per dome and the resulting colonies were counted after 3 days.

### Organoid RNA extraction and bulk transcriptome profiling

Before RNA isolation, organoids were cultured for 3 days as indicated above and starved for 24 h in BM for the evaluation of growth-factor dependence. In the case of the *Gpx2-*knockdown experiments, 2 timepoints were analysed: 0 and 2 weeks after blue-light-induced activation (before and after oncogenic recombination, respectively). In all cases, cells were collected using TrypLE Express Enzyme as indicated above and lysed in RLT buffer (Qiagen, 74004), and the RNA was extracted using the QIAGEN RNeasy Micro Kit (Qiagen, 74004) according to the manufacturer’s instructions. Purified RNA was quality checked using a TapeStation 4200 (Agilent), and 500 ng was used for QuantSeq 3′ mRNA-seq library construction according to the manufacturer’s instructions (Lexogen, 015.96). Libraries were quality checked using a Fragment Analyzer (Agilent) and were sequenced in the NextSeq 500 (Illumina) system using NextSeq vm2.5 chemistry with Illumina protocol 15048776. Reads were aligned to the mouse genome (GRCm39) using star (v.2.7.0e)^43^. R (v.4.1.2) was used to perform the differential expression analyses. Count values were imported and processed using edgeR^44^. Expression values were normalized using the trimmed mean of *M* values (TMM) method^45^ and low-expressed genes (<1 counts per million) were filtered out. Differentially expressed genes were identified using linear models (Limma-Voom)^46^ and *P* values were adjusted for multiple comparisons using the Benjamini–Hochberg correction method^47^. Volcano plots and heat maps were generated using the EnhancedVolcano (https://github.com/kevinblighe/EnhancedVolcano) and heatmap3 (https://github.com/slzhao/heatmap3) packages, respectively. The in vivo AKP signature was established from the differentially expressed genes between in vivo and organoid AKP lines with a log_2_-transformed fold change of at least |2|. To evaluate the enrichment of the in vivo AKP gene expression program across samples, the enrichment scores for both the upregulated and downregulated signatures were calculated using single-sample GSEA (ssGSEA)^48^. The difference between the two normalized enrichment scores yielded the fit score. ssGSEA was also used to analyse the enrichment of the MSigDB curated Hallmark gene set^49^ in *Gpx2*-knockdown organoids. Functional annotation was performed using DAVID^50^ on the genes with a log_2_-transformed fold change of at least |1|. GOplot^51^ was used for the integration of expression and functional annotation data. Known functional interactions among relevant genes were obtained through STRING^52^. Cytoscape^53^ was used to perform network data integration and visualization.

### Single-cell transcriptome profiling and lineage tracing

Lineage tracing was performed using the CellTag system^22^ (V1 pooled barcode library, Addgene, 115643-LVC). In brief, we co-transduced inducible colon organoids with the CellTag barcode library (multiplicity of infection of around 5) and the OptoCre module as indicated above. These cells were then introduced and induced in the mini-colon system as indicated before. After 7 days in the system and when mini-colon tumours were clearly visible, we extracted the cells from mini-colons as indicated above. After pooling and filtering (40 μm) the cell suspensions from two mini-colons, the single-cell sequencing library was constructed using 10x Genomics Chromium 3′ reagents v3.1 according to the manufacturer’s instructions (10x Genomics, PN-1000269, PN-1000127, PN-1000215). Sequencing was performed using NovaSeq 6000 v1.5 reagents (Illumina protocol #1000000106351 v03) for around 100,000 reads per cell. The reads were aligned using Cell Ranger (v.6.1.2)^54^ to the mouse genome (mm10) carrying artificial chromosomes for both GFP and CellTag UTR genes, as recommended by CellTag developers for facilitating barcode identification^55^. Raw count matrices were imported into R and analysed using Seurat (v.4.2.0)^56^. Dead cells were discarded on the basis of the number of detected genes (less than 3,000) and the percentage of mitochondrial genes (more than 20%), leading to 2,429 cells after filtering. The data were log-normalized and scaled, and dimensionality reduction was conducted using UMAP with 10 dimensions. Louvain clustering yielded 17 clusters that were merged and named on the basis of canonical cell type markers. Stem, cycling, progenitor, goblet and enteroendocrine cell scoring was based on published signatures in mini-intestines and in vivo^9^. Gene sets highlighting bottom, middle and top colonocytes were taken from enterocyte zonation studies^23^. Cancer stemness was scored based on the expression of *Lgr5*, *Cd44* and *Sox9*. Intrinsic consensus molecular subtype (iCMS) signatures for colorectal cancer were obtained from published work^27^. Signature scoring was performed using burgertools (https://github.com/nbroguiere/burgertools). Visual representations of the data were generated using Seurat internal functions. For lineage-tracing analyses, CellTag detection, quantification and clone calling were performed as indicated by CellTag developers^55^, excluding cells expressing fewer than 2 or more than 30 CellTags. After filtering, 83 clonal populations were identified, from which only those with a minimum size of 5 cells were considered for further analyses. To identify clonal populations belonging to tumour cells, we looked for cells expressing transcripts carrying the genetically engineered *Apc* and *Trp53* mutations, that is, deletions of exons 15 and 2–10, respectively (Extended Data Figs. 3g and 6b,c). Note that this approach could not be performed for *Kras*, as the mutation is also present in the transcripts from WT cells (but not expressed). As scRNA-seq provides low coverage on exon junctions and therefore the presence of mutations can be assessed only in a small fraction of cells, we used both the cell-type composition and size distributions of bona fide mutationally confirmed tumour clonal populations to classify the rest of clones. Those falling within plus or minus 2 s.d. of the mean cell composition and size of bona fide tumours were classified as tumour clonal populations. Healthy clones were defined as those with a clearly distinct (outside the aforementioned range) cell type composition and the same upper limit size as was observed for tumour clones. After filtering and classification, 16 healthy and 18 tumour clonal populations were obtained and used for further analyses (Extended Data Fig. 6d). To define the most robust tumour-clone-specific markers, the gene expression from cells in each clone was compared to that from cells in each other clone using the Wilcoxon rank-sum test. We considered only the positive markers and selected those with adjusted *P* < 10^−5^. The association of these markers with clinical parameters in patients with CRC (survival, lymph node staging) was performed through cBioPortal (https://www.cbioportal.org/) using the 640-sample CRC TCGA dataset (https://www.cancer.gov/tcga) and a differential expression threshold equal or greater than |2 |. Further information is provided in the Data availability and Code availability sections.

### shRNA-mediated transcript knockdown

Organoids were transduced as indicated above with lentiviral particles encoding *Gpx2* shRNAs obtained from Sigma-Aldrich (TRCN0000076529, TRCN0000076531 and TRCN0000076532; sh*Gpx2* 1, sh*Gpx2* 2 and sh*Gpx2* 3, respectively) or, as a control, shRNA-free counterparts (Addgene, 65726). Transduced cells were selected with puromycin (5 μg ml^−1^; InvivoGen, ant-pr-1). Proper transcript knockdown was assessed using quantitative PCR with reverse transcription (RT–qPCR) and RNA-seq.

### Analysis of mRNA abundance

Organoids were cultured and collected as indicated above. Cells were then lysed in RLT buffer and RNA was extracted using the QIAGEN RNeasy Micro Kit as indicated above. RT–qPCR was performed using the iTaq Universal SYBR Green One-Step Kit (Bio-Rad Laboratories, 1725150) and the QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific, 4485701). Raw data were analysed using Design & Analysis Software (v.2.6.0, Thermo Fisher Scientific). We used the abundance of the endogenous *Gapdh* mRNA as internal normalization control. The following primers were used for transcript quantification: 5′-AGTTCGGACATCAGGAGAACTG-3′ (forward, *Gpx2*), 5′-GATGCTCGTTCTGCCCATTG-3′ (reverse, *Gpx2*), 5′-ATCCTGCACCACCAACTGCT-3′ (forward, *Gapdh*) and 5′-GGGCCATCCACAGTCTTCTG-3′ (reverse, *Gapdh*).

### Microbiota and diet modelling

Inducible mini-colons were generated as indicated above. Once the epithelium was formed and before oncogenic induction, mini-colons were subjected to a conditioning period of 2 days in which luminal medium was (1) supplemented with 100 μM deoxycholate (Sigma-Aldrich, D2510), 10 mM butyrate (Sigma-Aldrich, B5887) or 10 mM β-hydroxybutyrate (Sigma-Aldrich, 54965); or (2) replaced with MEMα (calorie-restricted condition, Thermo Fisher Scientific, 22561-021) or Advanced DMEM/F12 supplemented with 30 μM palmitic acid (calorie-enriched condition, Sigma-Aldrich, P0500). The same concentrations were used in organoid control experiments, but these were added to the full culture medium as the luminal compartment is not accessible in organoids. To assess the relevance of luminal exposure to these factors in the mini-colon, the same total amounts were added in the basal medium reservoirs instead of the luminal channel. In all cases, after conditioning, oncogenic recombination was performed and the mini-colon was cultured as indicated above. The different medium compositions were replenished every day during luminal perfusion.

### Statistics and reproducibility

The number of biological replicates (*n*), the type of statistical tests performed and the statistical significance for each experiment are indicated in the corresponding figure legend. For images associated with quantification charts (Fig. 1b,c with Fig. 1e; Fig. 2b with Fig. 2c; Fig. 2d with Extended Data Fig. 4b; Fig. 2f with Fig. 2g; Fig. 4b with Extended Data Fig. 9a; Fig. 4i with Fig. 4j; Extended Data Fig. 2a with Fig. 1e; Extended Data Fig. 3d,e with Extended Data Fig. 3b; Extended Data Fig. 3h with Fig. 1e; Extended Data Fig. 5b with Extended Data Fig. 5c; Extended Data Fig. 5d with Extended Data Fig. 5e; Extended Data Fig. 9b with Extended Data Fig. 9c; Extended Data Fig. 9e with Extended Data Fig. 9f; Extended Data Fig. 9g with Fig. 4c; Extended Data Fig. 9l with Extended Data Fig. 9m; Extended Data Fig. 9n with Fig. 4g; Extended Data Fig. 10c with Extended Data Fig. 10d; Extended Data Fig. 10e with Extended Data Fig. 10f), the number of replicates is the same as for the corresponding chart and is indicated in the figure legend of the latter. For the rest of representative images (Figs. 1d and 3h and Extended Data Figs. 1f, 2b,c,f, 3a, 4a, 7d, 9h and 10a,g–k), three independent experiments were performed. scRNA-seq (Fig. 3a) and exome sequencing with matched PCR (Extended Data Fig. 3f,g) were performed with two independent sets of samples. Bulk RNA-seq was performed with at least three independent sets of samples. Unless otherwise indicated, statistical analyses were performed using GraphPad Prism v.9 (GraphPad). Data normality and equality of variances were analysed with Shapiro–Wilk and Bartlett’s tests, respectively. Parametric distributions were analysed using the Student’s *t*-test (when comparing two experimental groups) or ANOVA followed by either Dunnett’s test (when comparing more than two experimental groups with a single control group) or Tukey’s HSD test (when comparing more than two experimental groups with every other group). Nonparametric distributions were analysed using either Mann–Whitney *U*-tests (for comparisons of two experimental groups) or the Kruskal–Wallis followed by Dunn’s test (for comparisons of three or more than three experimental groups) tests. Sidak’s multiple-comparison test was used when comparing different sets of means. *χ*^2^ tests were used to determine the significance of the differences between expected and observed frequencies. In all cases, values were considered to be significant when *P* ≤ 0.05. Data obtained are given as the mean ± s.e.m.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07330-2.

## Supplementary information

Reporting Summary

Supplementary Table 1 Differentially expressed genes in shGpx2 colon organoids before oncogenic recombination.

Supplementary Table 2 Differentially expressed genes in shGpx2 colon organoids after oncogenic recombination

Supplementary Video 1 Early response to oncogenic activation within a mini-colon. 46 h time-lapse video of mutated cells in a mini-colon 24 h after oncogenic recombination.

Supplementary Video 2 Hyperplasia and early tumour development in a mini-colon. 36 h time-lapse video of a mini-colon with multiple tumour-initiating events 5 days after oncogenic recombination.

Supplementary Video 3 Ex vivo tumour development in a mini-colon. 38 h time-lapse video of tumour development in a mini-colon 9 days after oncogenic recombination.

Supplementary Video 4 Cancer stem cells initiate tumour development in mini-colons. 3D visualization of cancer stem cell marker CD44 overexpression in early tumorigenic sites.

Supplementary Video 5 Intratumour complexity in mini-colons. 3D visualization of CD44 (cancer stem cell marker) and FABP1 (mature colonocyte marker) expression in mini-colon tumours and epithelium.

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Data Availability

Bulk and single-cell RNA-seq data reported in this paper have been deposited at the Gene Expression Omnibus (GEO) public repository under accession number GSE221163. The association analysis with clinical parameters in patients with CRC was performed through cBioPortal (https://cbioportal.org) using the 640-sample CRC TCGA dataset (https://cancer.gov/tcga). Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

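RNA-seq of 33 libraries was analysed, 6 each of non-induced control organoids, organoid AKP and in vivo AKP and 3 of each of the mini-colon AKP lines #i to #v. Organoids were cultured for 3 days and kept for 24 h in basal medium before RNA was taken, and libraries were made with QuantSeq, which reads transcript 3′ ends. The authors aligned the reads and counted them per gene before the files were deposited, and the values as deposited are raw counts per gene, whole numbers with no normalization. The paper names STAR for the alignment to GRCm39, edgeR with TMM scaling and limma-voom for the comparison of lines, and its text names neither the annotation, the counting tool nor the strand setting. Each file holds 32285 gene identifiers, of which 31674 were given a symbol and a place on GRCm39 from GENCODE M39, while 611 had none and held 6.85% of all counts, 6.77% in a single identifier. Total counts ranged from 2438672 to 8256526 per library with a median of 3748649, and intervals given for low counts cover counting error only.

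Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The 13606 genes with at least 1 CPM in at least 3 libraries were scaled by TMM and tested with the robust quasi-likelihood test of edgeR in 1 model with a coefficient for each of the 8 lines, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The comparisons were in vivo AKP with organoid AKP, mini-colon AKP #v with #i, #v with #iv, organoid AKP with control, and the mini-colon lines with one another by an F test. Levels in the text are TMM-scaled CPM as mean and SD. A fold against a group without any count was computed against a floor of 3 counts over the group, and with 1 to 3 counts the ratio is given with its 95% exact (Clopper-Pearson) counting interval. A fold against the floor takes the counts of the other group as exact, so it is not a lower limit. The signature took genes past the edgeR threshold with a log2 fold change of at least 2 in size. That fold cut is the paper's, which applied it to limma-voom calls. The overlap of both comparisons took a log2 fold change of at least 1. Single-sample GSEA was computed with a rank weight of 0.25 on log2 CPM, each of the scores for higher and lower genes was divided by its range over the 33 libraries, and their difference was scaled to a largest absolute value of 1 over the 21 organoid and mini-colon AKP libraries. Lines were compared on this score by two-sided exact permutation tests, and p-values against organoid AKP are left out because its libraries also defined the signature.

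The 32 gene lists fixed beforehand were WNT targets, WNT ligands, receptors and modulators, intestinal stem cell markers, the stem cell pluripotency pathway, homeobox and regional identity factors, fetal-like and regenerative genes, gastric and foregut genes, colonocyte, goblet cell, enteroendocrine and tuft cell markers, cell cycle genes, receptor tyrosine kinases, their ligands, G-protein-coupled receptors, MAPK output genes, cholesterol synthesis, fatty acid synthesis and esterification, fatty acid oxidation and PPAR targets, p53 targets, the Notch pathway, Hippo-YAP targets, the TGFβ and BMP pathway, the type I interferon response, antioxidant and glutathione genes, amino acid starvation and stress genes, mitochondrially encoded genes, fibroblast and muscle markers, immune cell markers, endothelial markers, sex-linked genes and genes that the paper names for tumour clones or cell types. Each was tested with camera at its preset correlation, with an estimated correlation and with fry, adjusted over the 32 lists, and its members were also adjusted over the list alone. Camera compares a list with all other genes, whereas fry tests whether the members of a list move one way on balance. Reactome sets with at least 10 tested genes, the broadest left out, were tested with Fisher's exact test on the genes past the threshold by at least 1 log2 unit in each direction, against the 12882 tested genes with an Entrez number, 824 sets in all. Named genes were chosen by a rule written before the data were examined. They are the 8 genes with the largest log2 fold change in each direction with a mean of at least 5 CPM in the higher line no overlap between libraries and a symbol that is neither a predicted name nor a pseudogene, up to 3 members past the threshold of each list with the smallest p, and the genes that the paper names. For the overlap they are the 8 genes with the largest smaller change under the same filters, and every receptor, ligand and MAPK output gene in it. The rule takes *Clu*, *Foxa3* and *Id3* for #v against #i and *Etv4* and *Etv5* for in vivo AKP, and their values in the other comparison were added after they were seen. Members of a list named without a value, and *Eda2r*, *Fas*, *Cdkn1a*, *Ccng1*, *Zmat3* and *Bax*, were chosen after their values were seen. Some genes that the rule takes are not reported here.

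The name of each count file holds a library code with the letter E or F, used only as a possible technical batch. Replicates 1 to 3 of control, organoid AKP and in vivo AKP and lines #i, #ii and #iii carry E, and replicates 4 to 6 and lines #iv and #v carry F. The alternatives set before the data were examined were limma-voom, DESeq2, DESeq2 size factors and upper quartile scaling, filterByExpr and no filter, a model of the 2 compared lines only, the letter as a covariate, the replicate number as a block, leaving out each library in turn, and other signatures and scores. Added after the data were seen were comparisons within each letter, lines relative to organoid AKP of their own letter, #v with #iv, the largest gene identifier left out, the fit score centred on its mean over 21 libraries, and #iii with #i and #ii. Replicate numbers were not taken to pair libraries across lines, since deviations from the line mean correlated best with the library of the same number, in both directions, for only 1 of 9 numbers compared, so a block was used as an alternative only. The pipeline was tested on simulated data in which counts of known genes were changed by 1 or 2 log2 units. In the design of in vivo AKP with organoid AKP, edgeR recovered 78.9% of 95 genes changed by 1 and 88.8% of 98 changed by 2, with 2.99% false calls. In the design of #v with #i it recovered 53.1% of 96 and 81% of 100, with 5.04% false calls, so that many differences of 1 log2 unit are missed there at this depth. With 5 false calls among 167 and 7 among 139, the simulated data held no letter difference like that of the real libraries. These rates therefore do not cover false calls that come from the letter. The pathway databases and services of the paper (DAVID, STRING and MSigDB) were not used here, and the growth assays, inhibitors and single-cell data were not analysed here.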

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

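Comparisons by letter were added after the data were seen, and the tests of stromal or immune cells, of cells of other lines, of p53 in in vivo AKP and of splits of #iii against #i and #ii were chosen after the result was seen.

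The libraries of letter F and letter E differed at 2831 genes in how in vivo AKP compares with organoid AKP (1434 more positive and 1397 more negative with F), by the interaction term of edgeR. Of 100 drawn splits 9 gave as many, the largest 5156. Besides the real one these are 8 splits that follow the letter within in vivo AKP and so carry its shift, while the 79 splits that follow the letter in neither line gave at most 1 gene, so these splits do not decide whether chance can be excluded. Of the 74 genes given in the text for this comparison 30 had a called interaction. On the log2 scale the difference F minus E was 4.69 for *Ffar2*, 4.32 for *Spink4*, 3.77 for *Fgfr2*, 3.53 for *Creb3l1*, 2.68 for *Car2*, 2.60 for *Vim*, 2.56 for *Smoc2*, 1.95 for *Sp5*, 1.68 for *Cdhr5*, 1.496 for *Foxa3*, 1.49 for *Slc30a2*, 1.41 for *Snrpn* and 1.37 for *Lgr5*. It was 1.20 for *Id3*, 1.19 for *Kitl*, 0.96 for *Tbx3*, 0.73 for *Etv5*, 0.70 for *Mki67*, 0.63 for *Aqp5*, 0.62 for *Hoxb9*, 0.52 for *Vil1* and 0.35 for *Apc*. Negative differences were -4.50 for *Tff1*, -2.53 for *Hoxa10*, -2.18 for *Rhox5*, -1.98 for *Inhba*, -1.08 for *Avil*, -0.75 for *Bmp8b*, -0.61 for *Met* and -0.52 for *Ly6d*.

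In 9 of 176 sets of 6 libraries, each for a named gene, the fit score or the total count, 1 library stood far from the others, where chance gives about 1 in 20. The gap relative to the range was 0.757 for *Trp53* in organoid AKP replicate 3 (3.78 CPM against 1.07 to 1.73), 0.675 for *Aqp5* in in vivo AKP replicate 4 (81.5 against 55.0 to 63.6), 0.642 for *Hoxb9* in control replicate 2 (374 against 272 to 309) and 0.641 for *Lgr5* in organoid AKP replicate 2 (103 against 65.1 to 78.6). It was 0.637 for *Hoxa10* in control replicate 1 (72.5 against 91.4 to 102), 0.651 for *Bmp8b* in organoid AKP replicate 2 (42.3 against 58.8 to 67.6), 0.637 for *Spink4* in organoid AKP replicate 2 (5.20 against 0 to 1.89), 0.632 for *Fgfr2* in in vivo AKP replicate 6 (2.62 against 0.576 to 1.33) and 0.630 for *Etv5* in organoid AKP replicate 4 (40.9 against 29.6 to 33.8).

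Outside the genes that the paper discusses, 10 named genes had a mean of at least 100 CPM in in vivo AKP, with every library above all control and organoid AKP libraries. Their means were 723 CPM for *Xist*, 609 for *Igfbp4*, 449 for *Prox1*, 305 for *Nkd1*, 305 for *Smoc2*, 261 for *Tbx3*, 177 for *Avil*, 158 for *Mmp14*, 133 for *Etv5* and 125 for *Sp5*.

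Libraries of organoid AKP divided by letter, with 4143 genes called between F and E and a highest of 3 in the other splits, too few splits for a share under 0.05. Depth is argued against, because after thinning every library to 2438672 counts 76.7% of these calls were kept in the same direction (70.9% in control and 80.0% in in vivo AKP). A technical shift shared by all lines stays open, since the F minus E changes of 8743 genes correlated across genes with Pearson r 0.368 between control and organoid AKP, 0.219 between control and in vivo AKP and 0.506 between organoid AKP and in vivo AKP, and genes are not independent replicates. The corresponding calls were 3014 in control (highest other split 3) and 6420 in in vivo AKP (highest other split 343), again with too few splits. Culture, passage and day of sampling could also differ between letters, and were not tested. For #v against #i line and letter can be parted only through the 3 lines with libraries of both letters. Relative to organoid AKP of the same letter 3175 of 3327 called genes kept their direction and 1366 were past the threshold, and 1278 of the 3327 were also called in the same direction between F and E in organoid AKP. A kept direction is favoured here, since both versions contain the same difference between #v and #i.

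In vivo AKP libraries carried *Xist* and nearly lacked Y-linked, *Hoxa10* and *Hoxa11* transcripts, while *Hoxb9* was lower but still present. Stromal or immune cells mixed into the cultures are argued against, as 7 of their abundant transcripts (*Col1a1*, *Lyz2* and *Ptprc* among them) summed to 0.924 CPM beside 145 CPM of *Vim*, 0.639% of it. Cells of the other lines mixed into in vivo AKP are argued against at shares of 2% or more, as 4 Y-linked genes summed to 0.318 CPM there and 107 CPM in organoid AKP (0.298% of that level, 1.12% in the highest library), and to at least 93.4 CPM in each of the other lines. Every in vivo AKP library had *Xist* at 438 CPM or more and at most 1 count of each of 4 Y-linked genes. The means of *Xist* in the other lines were at most 0.823 CPM. For these genes the values go with a donor mouse of another sex, which the labels do not state. Differences between donors therefore cannot be parted from those between in vivo AKP and organoid AKP. Another region of the colon or gut as the origin of the tumours may account for the rest of the pattern. It was not tested, since the labels do not state the region.

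*Trp53* tags were higher in in vivo AKP (25.5 ± 5.52 CPM) and in mini-colon AKP #iii (9.86 ± 2.24 CPM) than in organoid AKP (1.77 ± 1.00 CPM). Reads of 3′ ends do not show whether these tags come from recombined alleles, and this was not tested. Cells with working p53 are argued against in in vivo AKP, where 16 p53 targets that are lower in organoid AKP than in control stood at a median of 1.92% of the way back to control. In #iii the same 16 stood at 49.0% (quartiles 28.6 to 61.4), just under the bound of 50 set for this test, and 13 of 21 p53 targets were higher than in #i and #ii, so working p53 in #iii stays open. Of 84 splits of #i, #ii and #iii none but the real one gave any higher p53 target (13 against a highest other of 0). Since #iii was picked after it was seen, all 280 divisions of the 9 libraries into 3 sets of 3 were also scored by their best set, and 10, which share the set of #iii, reached 13 (a share of 0.0357), so chance can be excluded for that count. For the 829 genes called in the model of these lines alone it stays open, as the split that sets #ii apart called 1229 and 19 divisions reached 829 (a share of 0.0679). Unmutated cells in #iii are argued against, as 1266 genes at least 2 log2 units lower in organoid AKP than in control stood at a median of 0% of that way (quartiles -12.8 to 12.0).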

How the results depend on the processing

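The comparisons within a letter, those relative to organoid AKP of the same letter, and those of #iii with #i and #ii were added after the data were seen, and for each changed value below the cause was not tested. Counts were taken as kept within 1.5 times the count, tests with the same direction and side of the threshold, and values without a test within the SD between replicates. Among alternatives set beforehand, 91 of 103 counts of genes, 49 of 56 fit score results (against organoid AKP by tests whose libraries also defined the signature), 773 of 796 log2 fold changes of named genes, 387 of 448 set tests and 448 of 540 counts of list members were kept. Leaving out 1 library kept 138 of 147, 136 of 141, 1206 of 1242, 559 of 576 and 853 of 990 of them. Among alternatives added after the data were seen, 40 of 44 counts of genes, 2 of 6 fit score results, 184 of 207 named genes and 99 of 165 counts of list members were kept. Fit score tests within a letter set 3 libraries against 3, where the smallest p is 0.1, so no called result could be kept there. The differences for #iv and #v grew there, from 0.212 to 0.281 and from 0.466 to 0.535. With the letter as a covariate, #v against #i gave 570 higher and 694 lower genes, 298 and 260 by at least 1 log2 unit, the overlap 129 genes, the 5 lines 4023, #iii against #i and #ii 1628, and the overlap 1 G-protein-coupled receptor. With only the libraries of the 2 lines, 1482 genes were lower in in vivo AKP, and 2961 were higher and 2900 lower in #v, or 2972 and 2904 with a replicate block. Relative to organoid AKP of the same letter, 573 genes were higher in #v by at least 1 log2 unit, 1 receptor tyrosine kinase and 2 G-protein-coupled receptors were shared, and the fit score differences were -0.0413 for #i, 0.140 for #iii, 0.281 for #iv and 0.535 for #v. For #i the difference was -0.0140 with the signature at a log2 fold change of at least 1, 0.101 with the signature from replicates 1 to 3 and -0.0214 with that from replicates 4 to 6. For #ii it was 0.239 with replicates 1 to 3 and 0.316 by mean standardized log2 CPM. With replicates 4 to 6 it was 0.146 for #iii and 0.172 for #iv. Leaving out 1 library at a time gave 1050 to 1250 higher and 940 to 1111 lower genes in #v, 423 to 938 genes for #iii and 0.101 to 0.168 for #ii, being 0.133 without organoid AKP replicate 1 and 0.120 without 6, and 0.168, 0.157 and 0.160 without in vivo AKP replicate 4, 5 and 6. Among named genes, reversed within letter E were *Fgfr2* (-0.13), *Lgr5* (-0.22) and *Kitl* (-0.42), within letter F *Mki67* (0.32) and relative to organoid AKP of the same letter *Rrm2* (0.22). At this depth edgeR recovered 53.1% of simulated changes of 1 log2 unit in #v against #i and 78.9% in in vivo AKP against organoid AKP.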

Differences from the paper's values

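The paper's source data give the fit score of each organoid and mini-colon AKP library on a scale that runs to 1 for the highest library, so the scores were also centred on their mean over these 21 libraries and divided by the largest absolute value, a scale chosen after seeing the values. On it, #i scored -0.350 where the mean of the paper's values is -0.291, #ii -0.0743 where the paper's is 0.0206, and #iv 0.185 where the paper's is 0.104. A value was taken as different where the signs are opposite or the gap exceeds the larger SD between replicates. The paper's text does not state how its scores were centred. A difference in sign or a small gap can therefore come from the scale alone. For #i the values differ under all alternatives set before the data were examined, limma-voom (-0.328) included, and the value lies below the paper's except with mean standardized log2 CPM, where it lies above (-0.260). For #ii the difference is gone under mean standardized log2 CPM (0.0216). It stays by sign alone, within the paper's SD of 0.0842, with limma-voom (-0.0479), with log2 CPM adjusted for the letter (-0.0498), and without organoid AKP replicate 1, 2 or 3 or in vivo AKP replicate 4 (-0.00465), 5 (-0.0155) or 6. With the signature from replicates 1 to 3 the value lies above the paper's (0.128), and under the others it lies below by more than the SD. For #iv it is gone with the signature from limma-voom (0.149), from replicates 4 to 6 (0.147) and mean standardized log2 CPM (0.147), with log2 CPM adjusted for the letter (0.145), and without organoid AKP replicate 1, 2 or 3 or in vivo AKP replicate 4 or 5, and stays under the others. For #iii, #v and organoid AKP the values were 0.178, 0.923 and -0.431 beside the paper's 0.256, 0.937 and -0.676, no further apart than the larger SD between replicates. For #v this held under all alternatives. The paper's highest #v library is at 1, and the centred scale is also set by its largest value. The scaling itself thus keeps the #v means close, and their closeness is no test of the paper's value. The gap exceeded the larger SD with the signature from replicates 4 to 6 for #iii (0.0777) and organoid AKP (-0.317). For #iii it also did so with the signature at a log2 fold change of at least 1 (0.147). The same held for #iii without organoid AKP replicate 4, 5 or 6 or in vivo AKP replicate 1, 2 or 3 (0.150 to 0.167).

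The paper states that in vivo AKP raised genes that promote cell growth, and its annotation took genes with a log2 fold change of at least 1 in size, whereas the counts here have no minimum unless one is given. Among 32 cell cycle genes 20 were lower here and none higher by edgeR, at an unadjusted p under 0.05, by limma-voom or by DESeq2, but by at least 1 log2 unit none was lower or higher by any of these, and the set test was not called with an estimated correlation (adjusted p = 0.331). Of 20 WNT targets 13 were higher and 1 lower, 8 of the higher ones by at least 1 log2 unit. The paper states that genes of cell differentiation fell. Here 3 of 27 colonocyte genes were higher and 3 lower (2 and 2 by at least 1 log2 unit). Of 13 goblet cell markers 4 were higher (3), or 7 (6) by limma-voom, the paper's tool. Of 52 homeobox and regional identity factors 27 were lower and 14 higher (27 and 13). By mean score #iii and #iv lay next to each other (-0.709 and -0.707 on the first scale), whereas the paper's values place #iii above #iv. With the signature from limma-voom #iii lay above #iv here as well (0.204 and 0.149 on the centred scale).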

Other observations

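Comparisons within a letter, of #v with #iv, and of #v with #i relative to organoid AKP of the same letter were added after the data were seen, and the genes named here were chosen after their values were seen. Genes of the stomach and foregut rose in in vivo AKP, 7 higher of 9 with the other 2 not past the test (set test, adjusted p = 0.00159, and adjusted p = 0.0142 with an estimated correlation), among them the stomach peptide gene *Tff1* and the transcription factor gene *Sox2*. The aquaporin gene *Aqp5* was at 62.6 ± 9.84 CPM in in vivo AKP and 33.1 ± 6.19 CPM in organoid AKP (SD, n = 6 libraries each, log2 fold change 0.93, standard error 0.14, adjusted p = 2.64e-06). Cholesterol synthesis gave 7 higher and 1 lower of 25, fatty acid synthesis and esterification 9 higher and 2 lower of 25, and fatty acid oxidation and PPAR targets 4 higher and 4 lower of 22. The type I interferon response gave 9 higher and 2 lower of 25, and antioxidant and glutathione genes 4 higher and 9 lower of 26. p53 targets gave 4 higher and 3 lower of 21, amino acid starvation and stress genes 4 higher and 3 lower of 21, mitochondrially encoded genes 1 higher of 9 with the other 8 not past the test and the genes the paper names for tumour clones or cell types 3 higher and 5 lower of 19. In #v against #i, fetal-like and regenerative genes gave 4 higher and 11 lower of 20 (set test, adjusted p = 0.00377, and adjusted p = 0.121 with an estimated correlation), homeobox and regional identity factors 17 higher and 2 lower of 52 (set test, adjusted p = 0.00863, and adjusted p = 0.35 with an estimated correlation) and fibroblast and muscle markers 2 higher of 2 (set test, adjusted p = 0.00113, and adjusted p = 0.0543 with an estimated correlation). Colonocyte genes gave 4 higher of 27 with the other 23 not past the test, goblet cell markers 3 higher and 1 lower of 13, enteroendocrine markers 1 higher and 2 lower of 8, tuft cell markers 2 lower of 4 with the other 2 not past the test (set test, adjusted p = 0.0438, and adjusted p = 0.121 with an estimated correlation) and gastric genes 1 higher and 2 lower of 9. p53 targets gave 1 higher and 4 lower of 21, the Notch pathway 2 higher of 15 with the other 13 not past the test, Hippo-YAP targets 3 higher and 6 lower of 18, the TGFβ and BMP pathway 6 higher and 2 lower of 31, the type I interferon response 1 higher and 1 lower of 25, antioxidant genes 7 higher and 3 lower of 26 and stress genes 2 higher and 5 lower of 21. Sex-linked genes gave 3 higher of 5 with the other 2 not past the test, immune cell markers 2 lower of 4 with the other 2 not past the test and endothelial markers 1 higher of 5 with the other 4 not past the test. Mitochondrially encoded genes gave none of 9 past the threshold by edgeR in #v, 1 being higher at an unadjusted p under 0.05 and none by limma-voom or DESeq2.

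Organoid AKP differed from control organoids at 5081 higher and 4573 lower genes. All 20 WNT targets and all 32 cell cycle genes were higher by edgeR, the log2 fold change being 3.50 (adjusted p = 1.85e-12) for the WNT feedback gene *Axin2* and 2.72 (adjusted p = 1.75e-17) for *Mki67* (set tests, adjusted p = 9.02e-09, and adjusted p = 0.0657 with an estimated correlation, and adjusted p = 3.14e-37, and adjusted p = 3.29e-05 with an estimated correlation), while colonocyte genes gave 26 lower of 27 with the other 1 not past the test (set test, adjusted p = 4.21e-36, and adjusted p = 0.000104 with an estimated correlation). The p53-induced cell cycle inhibitor gene *Cdkn1a* was at -3.87 (adjusted p = 3.85e-08) and the ERK-induced factor gene *Etv4* at 4.46 (adjusted p = 4.85e-21) on the log2 scale. p53 targets gave 3 higher and 16 lower of 21 (set test, adjusted p = 4.57e-08, and adjusted p = 8.65e-05 with an estimated correlation), fatty acid oxidation 2 higher and 18 lower of 22, cholesterol synthesis 1 higher and 18 lower of 25 and MAPK output genes 12 higher and 1 lower of 18 (set test, adjusted p = 0.00194, and adjusted p = 0.0657 with an estimated correlation). Control organoids scored -0.572 ± 0.014 on the fit score, above organoid AKP by 0.348 (n = 6 libraries each), 20.5% of the way to in vivo AKP.

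Other divisions of the same libraries were tried for each count of genes. They test only whether an arbitrary division of the libraries gives as many genes. A cause shared by the libraries of a line, such as donor or culture, is not excluded by them. Chance can be excluded for in vivo AKP against organoid AKP (4679 genes, highest other 4830, from the split that follows the letter), its signature (962, highest other 463), the overlap with #v (295, highest other 250), organoid AKP against control (9654, highest other 6605), the 5 mini-colon lines (6349, highest other 2049) and #i to #iii (1530, highest other 739). Within letter E and within letter F the first comparison gave 4043 and 6404 genes (highest others 1 and 0), with splits too few for a share under 0.05. The splits were too few as well for #v against #i (3327 genes, highest other 0), the same by at least 1 log2 unit (1324, highest other 0), the overlap by splits of #v and #i (295, highest other 0), #v against #iv (429, highest other 0) and #v against #i each relative to organoid AKP of its own letter (2242, highest other 2102). The other splits of the last gave a median of 1816, because the letter difference of organoid AKP stays in place in all of them.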
